# New insights into radioresistance in breast cancer identify a dual function of miR‐122 as a tumor suppressor and oncomiR

**DOI:** 10.1002/1878-0261.12483

**Published:** 2019-04-18

**Authors:** Isidro X. Perez‐Añorve, Claudia H. Gonzalez‐De la Rosa, Ernesto Soto‐Reyes, Fredy O. Beltran‐Anaya, Oscar Del Moral‐Hernandez, Marisol Salgado‐Albarran, Oscar Angeles‐Zaragoza, Juan A. Gonzalez‐Barrios, Daniel A. Landero‐Huerta, Margarita Chavez‐Saldaña, Alejandro Garcia‐Carranca, Nicolas Villegas‐Sepulveda, Elena Arechaga‐Ocampo

**Keywords:** breast cancer, microRNAs, miR‐122, radioresistance

## Abstract

Radioresistance of tumor cells gives rise to local recurrence and disease progression in many patients. MicroRNAs (miRNAs) are master regulators of gene expression that control oncogenic pathways to modulate the radiotherapy response of cells. In the present study, differential expression profiling assays identified 16 deregulated miRNAs in acquired radioresistant breast cancer cells, of which miR‐122 was observed to be up‐regulated. Functional analysis revealed that miR‐122 has a role as a tumor suppressor in parental cells by decreasing survival and promoting radiosensitivity. However, in radioresistant cells, miR‐122 functions as an oncomiR by promoting survival. The transcriptomic landscape resulting from knockdown of miR‐122 in radioresistant cells showed modulation of the *ZNF611*,* ZNF304*,* RIPK1*,* HRAS*,* DUSP8* and *TNFRSF21* genes. Moreover, miR‐122 and the set of affected genes were prognostic factors in breast cancer patients treated with radiotherapy. Our data indicate that up‐regulation of miR‐122 promotes cell survival in acquired radioresistant breast cancer and also suggest that miR‐122 differentially controls the response to radiotherapy by a dual function as a tumor suppressor an and oncomiR dependent on cell phenotype.

**Abbreviations**
GO: Gene Ontology
miRNAs: microRNAs
oncomiRs: oncogenic miRNAs
qRT‐PCR: quantitative reverse transcriptase‐polymerase chain reaction
RFS: relapse‐free survival
SF: surviving fraction
TCGA: The Cancer Genome Atlas
TLDAs: TaqMan low‐density arrays
TNBC: triple‐negative breast cancer

## 1 Introduction

Radiotherapy, in addition to surgery and chemotherapy, remains the core of the current clinical management of breast cancer. Although radiotherapy is effective in most patients, some of them will develop recurrent disease because of radioresistant tumor cells (Jameel *et al*., 2004). Radiotherapy is an extrinsic factor that affects the behavior of the breast cancer cells themselves. When cells avoid the effect cytotoxic of radiation, cell growth is induced and spreads, resulting in a progression or recurrence of tumors in patients (Moran and Haffty, 2002; Torres‐Roca *et al*., 2015). To overcome this problem, it is necessary to detemrine the mechanisms of resistance to radiotherapy. Several studies have demonstrated that tumor recurrence and progression as a consequence of radioresistance can be regulated by microRNAs (miRNAs) (Arechaga‐Ocampo *et al*., 2017; Metheetrairut and Slack, 2013). miRNAs are master regulators of gene expression; moreover, they have a role in the regulation of carcinogenesis and the control of response to chemo‐ and radiotherapy in breast cancer (Zhang *et al*., 2014). miRNAs are short, 18–25 nucleotides in length, noncoding RNA molecules that regulate gene expression by suppressing mRNA translation and reducing mRNA stability, usually via imperfect complementary base pairing to the 3′‐UTR (Bartel, 2004). miRNAs in cancer are classically categorized as either tumor suppressive or oncogenic. Generally, oncogenic miRNAs (oncomiRs) are overexpressed in tumors, whereas tumor‐suppressive miRNAs are repressed. When these tumor‐suppressor miRNAs or oncomiRs are stimulated or inhibited, respectively, cancer cell growth, proliferation, metastasis and survival may be significantly reduced via the control of pro‐oncogenic factors (Svoronos *et al*., 2016). miR‐122 is frequently down‐regulated in breast cancer and has been related to tumor suppressor activity in breast cancer. Up‐regulation of miR‐122 suppressed cell growth and cell‐cycle progression in breast cancer cell lines and suppressed tumorigenesis *in vivo* by targeting *IGF1R* and regulating the PI3K/Akt/mTOR/p70S6K pathway (Wang *et al*., 2012). However, the crucial roles and underlying the mechanisms of miR‐122 with respect to radioresistance of breast cancer remain unclear. In the present study, we report the generation of an isogenic model of acquired radioresistant human breast cancer cells, as well as functional approaches aiming to identify the molecular changes in miRNAs that may explain this phenotype. We demonstrate that miR‐122 has a dual function in breast cancer because it has tumor suppressor activity as a result of sensitizing parental cells to radiation, although it functions as an oncomiR in radioresistant breast cancer cells by promoting cell survival.

## 2 Materials and methods

### 2.1 Cell lines

Human breast cancer cell lines MCF‐7 and MDA‐MB‐231 were obtained from the ATCC (Manassas, VA, USA) (# HTB‐22 and HTB‐26). MCF‐7, MCF‐7RR, MDA‐MB‐231 and MDA‐MB‐231RR cell lines were cultured in Dulbecco's modified Eagle's medium (Gibco, Gaithersburg, MD, USA) supplemented with 10% fetal bovine serum, 100 IU·mL^−1^ penicillin and 100 μg·mL^−1^ streptomycin at 37 °C in a 5% CO_2_ atmosphere.

### 2.2 Establishment of radioresistant breast cancer cells

MCF‐7RR and MDA‐MB‐231RR cell lines were established from their parental MCF‐7 and MDA‐MB‐231 cells. 1 × 10^6^ parental cells were irradiated with a linear accelerator (Clinac 600; Varian Inc., Palo Alto, CA, USA) available at the National Institute of Cancer in Mexico City. Cells received 15 sequential fractions of 2 Gy·week^−1^, allowing irradiated cell populations a period of recovery between exposures. Non‐irradiated controls were handled identically to the irradiate cells without radiation exposure. All of the experiments were performed within 4–10 passages after the final irradiation.

### 2.3 Clonogenic survival assay

About 3 × 10^5^ cells were irradiated and, after 24 h of radiation, 1000 cells per well were seeded in six‐well tissue culture plates. The cells were cultured for 10–12 days. Colonies were fixed with 7 : 1 methanol/acetic acid, stained with 0.05% crystal violet and counted. The surviving fraction (SF) was calculated according to Franken *et al*. (2006). The SF of cells was plotted on a log scale.

### 2.4 miRNAs expression profile analysis

Expression of 667 miRNAs was analyzed by a quantitative reverse transcriptase‐polymerase chain reaction (qRT‐PCR) using the Megaplex TaqMan Low‐Density Arrays (TLDAs), version 2.0, system (Applied Biosystems, Foster City, CA, USA). Briefly, 100 ng of total RNA was retro‐transcribed using stem‐loop primers and a pre‐amplification step was added so that the minimum amounts of miRNAs were detected. qPCR assays were performed using GeneAmp System 9700 (Applied Biosystems).

### 2.5 qRT‐PCR

The expression of individual miRNAs was evaluated via qRT‐PCR using the Stem‐loop RT miRNA assay (Applied Biosystems). About 100 ng of total RNA was retro‐transcribed using the looped RT primer (Applied Biosystems) in accordance with the manufacturer's protocol. Detection for miR‐122, miR‐10a, miR‐222, miR‐222*, miR135b, miR‐135b*, miR‐196b and miR‐934 was performed using TaqMan Universal PCR Master Mix (Applied Biosystems). qPCR was carried out in 7500 Real‐Time PCR System (Applied Biosystems). The expression of miRNA was determined using the comparative *C*_t_ ($2^{-\Delta \Delta C_{t}}$) method. RNU44 was used as a control for normalization of data.

### 2.6 Transfections

MCF‐7 and MDA‐MB‐231 cells were transfected with mimic‐miR122 (Ambion, Austin, TX, USA) 10 nm, whereas MCF‐7RR and MDA‐MB‐231RR cells were transfected with antagomiR‐122 (Ambion) 30 nm. Mimic‐miR122 and antagomiR‐122 were diluted in Opti‐Mem (Invitrogen, Carlsbad, CA, USA), scramble sequence was used as a control and Lipofectamine 2000 (Invitrogen) was used as transfection agent. The expression of miR‐122 was evaluated 48 h post‐transfection by qRT‐PCR. After transfection, cells were irradiated with 4 Gy of irradiation. The subsequent clonogenic assay was performed as described previously in the section 2.3.

### 2.7 Microarray processing and data analysis

Total RNA was obtained from MCF‐7RR and MCF‐7RR cells transfected with antagomiR‐122. Equimolar concentrations of total RNA from three independent experiments were mixed and the transcriptional profiles were analyzed using the Affymetrix GeneChip Human Gene 1.0 ST array (Affmetrix, Santa Clara, CA, USA) in accordance with the manufacturer's instructions. Arrays were scanned using a Genechip Scanner 3000 7G (Affmetrix). The data were analyzed with the Robust Multichip Analysis algorithm using the default analysis settings (Affmetrix) and global scaling as the normalization method. To define the differential expression profile, transcriptome analysis console software (Affmetrix) was used. Genes with fold change > 1.3 or < −1.3 and with *P* < 0.05 by ANOVA were considered significantly altered between the conditions (MCF‐7RR and MCF‐7RR cells transfected with antagomiR‐122). Microarray raw data tables have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120171).

### 2.8 Bioinformatic analysis

Verified miRNAs targets were obtained by miRTarBase (http://mirtarbase.mbc.nctu.edu.tw) and predicted miRNAs targets from the miRWalk database (http://zmf.umm.uni-heidelberg.de/apps/zmf/mirwalk). Only miRNA‐target interactions identified by at least three algorithms were considered. david, version 6.7 (https://david-d.ncifcrf.gov) and panther pathway (http://www.pantherdb.org/pathway) were used to identify components of signaling pathways and Gene Ontology (GO) for biological processes or molecular functions. The analysis of biological network enrichment of the modulated genes obtained by microarrays assays was performed by cytoscape (https://cytoscape.org) using the Key Pathway Miner App (Alcaraz *et al*., 2014). In this analysis, a value of *K* = 6 was used.

### 2.9 The Cancer Genome Atlas (TCGA) data analysis

The RNA sequencing data from samples of 491 breast cancer patients were downloaded from the TCGA database (https://portal.gdc.cancer.gov). First‐line treatment and/or additional radiotherapy, tumor status and follow‐up days were considered. Total population was stratified according to low or high expression of mir‐122, *ZNF611*,* ZNF304*,* RIPK1*,* TNFRSF21*,* DUSP8* and *HRAS*. Kaplan–Meier analysis was used for relapse‐free survival (RFS) curves and log‐rank tests were employed to analyze the differences between curves. The results were confirmed by Cox proportional‐Hazard regression analyses.

### 2.10 Western blot assays

Following cell transfection, total protein was extracted, separated on SDS/PAGE and blotted onto nitrocellulose membranes (Bio‐Rad, Hercules, CA, USA). Membranes were probed with specific primary antibodies [ZNF611 (Abcam, Cambridge, MA, USA); ZNF304 (Abcam); RIPK1 (BD Transduction Laboratories, Lexington, KT, USA); DUSP8 (Santa Cruz Biotechnology, Santa Cruz, CA, USA); HRAS (Abcam); TNFR21 (Santa Cruz); and β‐actin (Cell Signaling Technology, Beverly, MA, USA)], followed by horseradish peroxidase‐conjugated secondary antibodies anti‐mouse (Zymed Laboratories Inc., San Francisco, CA, USA) or anti‐rabbit (Zymed). Immunodetection was by chemiluminescence (Super Signal^®^ West Femto; Thermo Scientific, Waltham, MA, USA). Densitometry analysis was performed using imagej, version 1.45 (National Institute of Health, Bethesda, MD, USA).

### 2.11 Statistical analysis

All results were derived from three independent experiments, which were plotted as the mean ± SD. The comparison between the groups was performed using ANOVA for all analyzes. *P* ≤ 0.05 was considered statistically significant. All statistical analyses were performed using spss, version 17.0 (SPSS Inc., Chicago, IL, USA).

## 3 Results

### 3.1 Establishment of radioresistant MCF‐7 and MDA‐MB‐231 breast cancer cells

To determine a mean lethal dose of irradiation, MCF‐7 and MDA‐MB‐231 cells were evaluated by MTT [3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyl‐tetrazolium bromide] and clonogenic assays following increased radiation dose (2–8 Gy). The results showed that cell proliferation was significantly reduced at different time points (0, 24, 48 and 72 h) and at increased radiation doses (0, 2, 4, 8 Gy) compared to control cells. Proliferation diminished to 53 ± 0.07% in MCF‐7 (Fig. 1A) and 58 ± 0.05% in MDA‐MB‐231 (Fig. 1B) cells at 4 Gy at 48 h. The results from clonogenic assays showed a significant reduction in survival (Fig. 1C) of MCF‐7 (0.48 ± 0.005) and MDA‐MB‐231 (0.44 ± 0.005) cells at 4 Gy compared to non‐irradiated cells. These results indicated that 4 Gy of radiation represents a mean lethal dose for MCF‐7 cells and MDA‐MB‐231 cells. Therefore, a radiation dose of 4 Gy was used for all subsequent experiments. To establish the isogenic model of radioresistance, MCF‐7 and MDA‐MB‐231 cells were exposed to 2 Gy‐fractionated irradiations to a cumulative dose of 30 Gy (Fig. 1D). At the end of this process, radioresistance of the resulting cell population, designated as MCF‐7RR and MDA‐MB‐231RR, was confirmed by clonogenic assays after single doses of 4 Gy of radiation. Acquired radioresistance of MCF‐7RR and MDA‐MB‐231RR cells was further indicated by an increase of survival after 4 Gy of radiation compared to parental cells. The SF of the MCF‐7RR (Fig. 1E) and MDA‐MB‐231RR (Fig. 1F) cells was 0.70 and 0.75, respectively; whereas, for parental MCF‐7 and MDA‐MB‐231 cells, the SF was 0.47 and 0.45, respectively. These data confirmed that the population resulting from the cells exposed to long‐term therapeutic fractionated irradiation developed a radioresistant phenotype.

**Figure 1:**
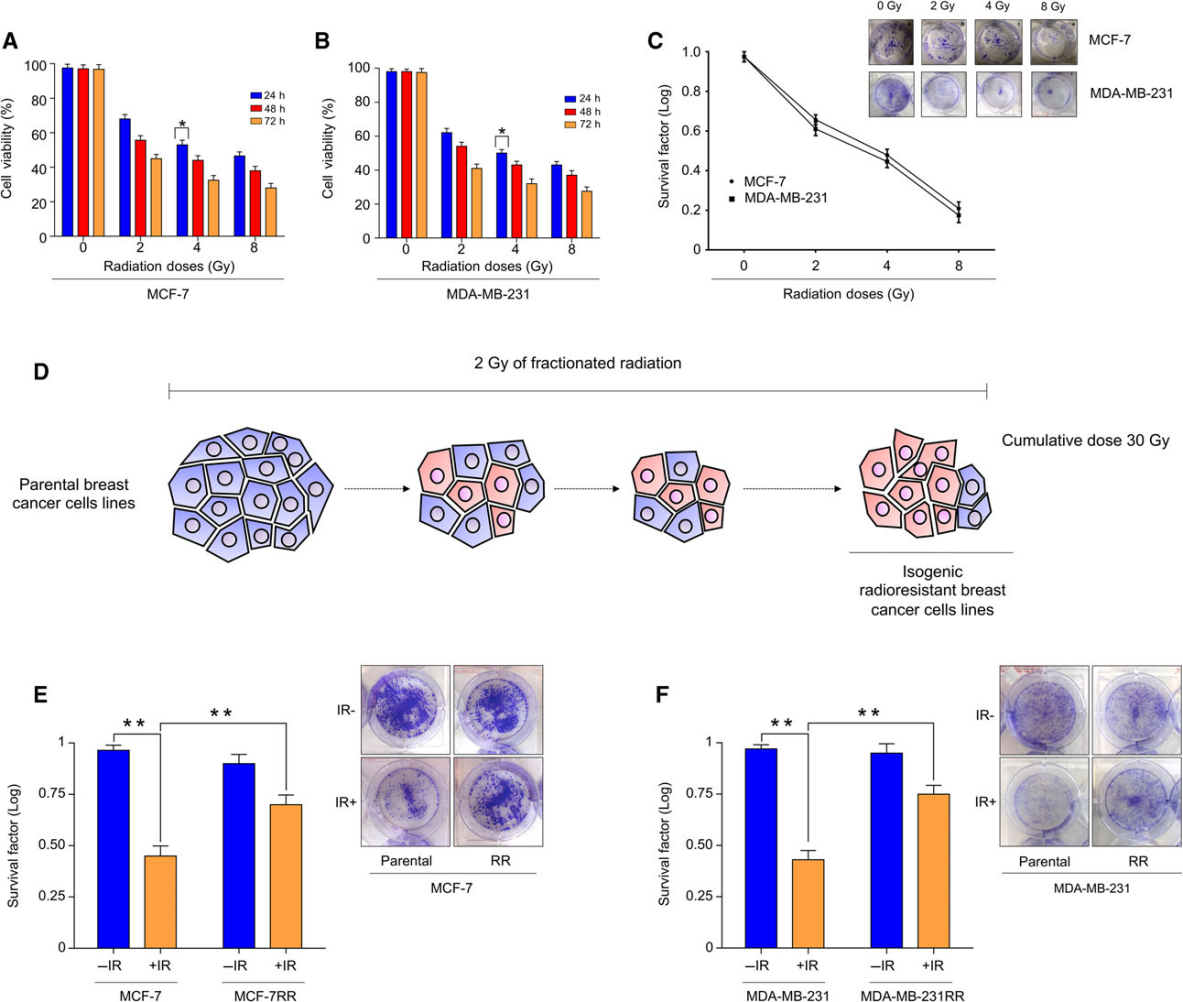
Establishment of an isogenic model of acquired radioresistant breast cancer cells. Proliferation of parental (A) MCF‐7 and (B) MDA‐MB‐231 cells was assessed by the MTT assay for 24, 48 and 72 h after irradiation with increasing doses (0, 2, 4 and 8 Gy) of irradiation. (C) Clonogenic survival of parental MCF‐7 and MDA‐MB‐231 cells was assessed by colony formation in response to treatment with increasing doses (0, 2, 4 and 8 Gy) of irradiation. (D) Schematic overview of fractionated treatment schedule for establishment of radioresistant breast cancer cells. Parental cells were exposed to 2 Gy of irradiation to reach a total dose of 30 Gy. Radioresistance of MCF‐7RR and MDA‐MB‐231RR cells was confirmed by clonogenic assays after 4 Gy of irradiation. The SF of irradiated (IR+) MCF‐7RR (E) and MDA‐MB‐231RR (F) cells was normalized by the SF of non‐irradiated (IR−) cells. Representative images of the results of the clonogenic assays for MCF‐7RR and MDA‐MB‐231RR cells are shown in (E) and (F). Error bar indicates the SD from three independent experiments. **P < 0.01; *P < 0.05 by Student's *t*‐test.

### 3.2 miR‐122 is overexpressed in therapy‐induced radioresistant breast cancer cells

To identify miRNAs associated with radioresistance in breast cancer, we analyzed the expression of 667 miRNAs by PCR array analysis in MCF‐7RR cells. The expression of 16 miRNAs was modulated (Fig. 2A). miR‐135b*, miR‐934, miR‐223*, miR‐222*, miR‐122, miR‐135b, miR‐184, miR‐411, miR‐449b, miR‐424*, miR‐10a, miR‐218 and miR‐222 miRNAs were significantly overexpressed (fold change ≥ 1.5), whereas miR‐181a‐2*, miR‐146a and miR‐196b were down‐regulated (fold change ≤ −1.5) (Table 1). Individual qRT‐PCR assays using RNA samples from different clones of MCF‐7RR cells further confirmed the array results (Fig. S1). Verified target genes of miRNAs were obtained from databases and previous studies (Table 2). GO and enrichment analysis indicated that the set of miRNAs could modulate biological pathways such as cell migration, signal transduction, apoptosis and survival (Fig. 2B). The expression of the most significantly modulated miRNAs identified in MCF‐7RR cells was also evaluated in MDA‐MB‐231RR cells. Remarkably, overexpression of miR‐122, miR‐222 and miR‐135b, as well as downregulation of miR‐196b, was likewise observed in MDA‐MB‐231RR cells; conversely, miR‐222* and miR‐934 were deeply suppressed in MDA‐MB‐231RR cells (Fig. 2C). These results suggested that variation of mir‐122, miR‐222, miR‐135b and miR‐196b expression might be a relevant phenomenon in the acquired radioresistance of breast cancer cells.

**Figure 2:**
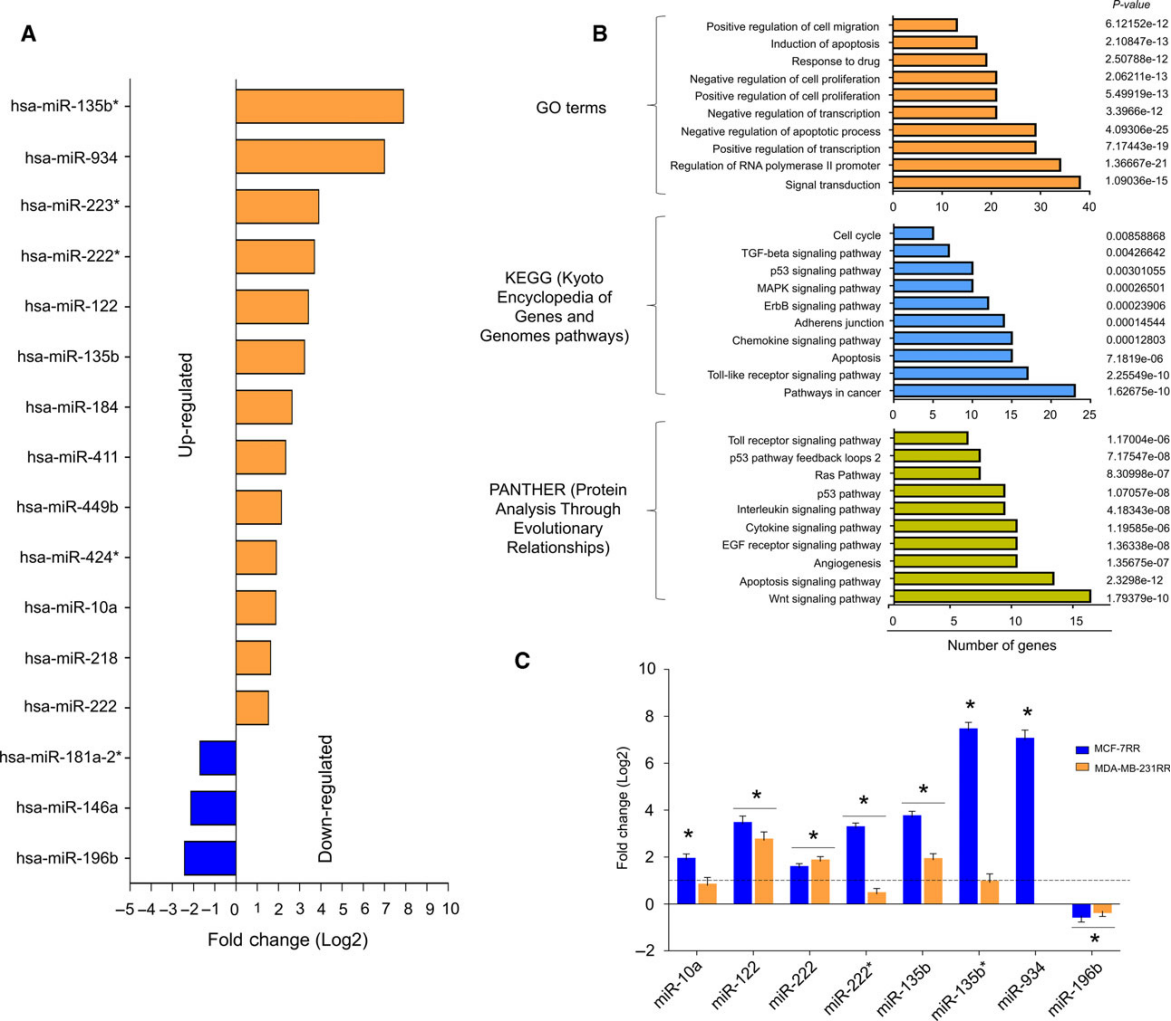
Radioresistant breast cancer cells show the differential expression profile of miRNAs. (A) miRNA expression profile in MCF‐7RR cells. (B) GO, signaling pathways and biological processes controlled by deregulated miRNAs in MCF‐7RR cells. (C) Validation of the expression of a set of miRNAs in MCF‐7RR and MDA‐MB‐231RR cells was performed by qRT‐PCR. All values were normalized using RNU44 as an internal control. The expression data were normalized using the parental MCF‐7 and MDA‐MB‐231 cells. A dotted line indicates the threshold of the normalized data. Data are presented as the mean ± SD of three independent experiments. *P < 0.01 by ANOVA.

**Table 1:** miRNAs with modulated expression in breast cancer cells MCF‐7RR

miRNA	Fold change (log 2)	*R* (*P* value)*	Chromosome
Down‐regulated			
hsa‐miR‐196b	−2.43	0.0113	7p15.2
hsa‐miR‐146a	−2.13	0.05	5q34
hsa‐miR‐181a‐2*	−1.7	0.0091	9q33.3
Up‐regulated			
hsa‐miR‐222	1.53	0.0083	Xp11.3
hsa‐miR‐218	1.63	0.0097	4p15.31
hsa‐miR‐10a	1.88	0.032	17q21.32
hsa‐miR‐424*	1.9	0.0375	Xq26.3
hsa‐miR‐449b	2.14	0.017	5q11.2
hsa‐miR‐411	2.34	0.0452	14q32.31
hsa‐miR‐184	2.64	0.017	15q25.1
hsa‐miR‐135b	3.23	0.0068	1q32.1
hsa‐miR‐122	3.41	0.0282	18q21.31
hsa‐miR‐222*	3.7	0.0169	Xp11.3
hsa‐miR‐223*	3.9	0.0014	Xq12
hsa‐miR‐934	7	0.0529	Xq26.3
hsa‐miR‐135b*	7.9	0.015	1q32.1

*P < 0.01 by ANOVA.

**Table 2:** Verified targets genes of miRNAs modulated in MCF‐7RR cells

	Genes
Down‐regulated	
hsa‐miR‐196b	*HOXB8*,* HOXC8*,* CD8A*,* HOXA9*,* HOXA9*,* MEIS1*,* FAS*,* ETS2*,* RDX*,* HOXB7*
hsa‐miR‐146a	*CXCR4*,* TLR2*,* FADD*,* TRAF6*,* IRAK1*,* ROCK1*,* BRCA2*,* BRCA1*,* NFKB1*,* CDKN1A*,* EGFR*,* CD40LG*,* FAS*,* ERBB4*,* SMAD4*,* TLR4*,* WASF2*,* STAT1*,* UHRF1*,* L1CAM*,* SMN1*,* CARD10*,* COPS8*,* ELAVL1*,* NUMB*,* PTGS2*,* CCL5*,* PTGES2*,* CNOT6L*,* SIKE1*,* CXCL12*,* PRKCE*,* RAC1*,* LAMC2*,* COX2*,* RNF11*
hsa‐miR‐181a‐2*	Not reported
Up‐regulated	
hsa‐miR‐222	*STAT5A*,* CDKN1B*,* SOD2*,* MMP1*,* FOXO3*,* CDKN1C*,* KIT*,* PPP2R2A*,* TIMP3*,* FOS*,* ICAM1*,* ESR1*,* BBC3*,* PTEN*,* SELE*,* DIRAS3*,* ETS1*,* DICER1*,* RECK*,* TRPS1*,* CERS2*,* GJA1*,* SSX2IP*,* DKK2*,* VGLL4*
hsa‐miR‐218	*LAMB3*,* LASP1*,* IKBKB*,* SP1*,* VOPP1*,* BIRC6*,* ACTN1*,* STAM2*,* CDKN1B*,* BIRC5*,* GJA1*,* ROBO1*,* RICTOR*,* SOST*,* SFRP2*,* HOXB3*,* DKK2*,* TOB1*,* CDK6*,* BMI1*,* LEF1*,* MITF*,* PDGFRA*,* GLI2*,* OTUD7B*,* RUNX2*,* CDH2*,* EGFR*,* RET*,* SH3GL1*
hsa‐miR‐10a	*HOXA1*,* USF2*,* MAP3K7*,* BTRC*,* SRSF1*,* TRA2B*,* CHL1*,* PTEN*,* PIK3CG*
hsa‐miR‐424*	Not reported
hsa‐miR‐449b	*SIRT1*,* CCNE2*,* MET*,* GMNN*,* HDAC1*
hsa‐miR‐411	Not reported
hsa‐miR‐135b	*APC*,* KLF4*,* MAFB*,* CASR*,* PPP2R5C*,* SMAD5*,* LZTS1*,* MID1*,* MTCH2*,* ACVR1B*,* BMPR2*,* TGFBR1*
hsa‐miR‐184	*AKT2*,* INPPL1*,* NFATC2*,* SOX7*,* EIF2C2*,* MYC*,* BCL2*,* EZR*
hsa‐miR‐122	*CYP7A1*,* IGF1R*,* SRF*,* RAC1*,* RHOA*,* ANK2*,* NFATC2IP*,* ENTPD4*,* ANXA11*,* ALDOA*,* RAB6B*,* RAB11FIP1*,* FOXP1*,* MECP2*,* NCAM1*,* UBAP2*,* TBX19*,* AACS*,* DUSP2*,* ATP1A2*,* MAPK11*,* FUNDC2*,* AKT3*,* TPD52L2*,* GALNT10*,* G6PC3*,* AP3M2*,* SLC7A1*,* XPO6*,* FOXJ3*,* SLC7A11*,* TRIB1*,* EGLN3*,* NUMBL*,* ADAM17*,* DSTYK*,* FAM117B*,* BCL2L2*,* PRKAB1*,* ADAM10*,* ACVR1C*,* PRKRA*,* WNT1*,* PTPN1*,* NT5C3A*,* P4HA1*,* PKM*,* CLIC4*,* MEF2D*,* AXL*,* NOD2*,* FUT8*
hsa‐miR‐222*	*STAT5A*,* CDKN1B*,* SOD2*,* MMP1*,* FOXO3*,* CDKN1C*,* KIT*,* PPP2R2A*,* TIMP3*,* TNFSF10*,* FOS*,* ICAM1*,* ESR1*,* BBC3*,* PTEN*,* SELE*,* DIRAS3*,* ETS1*,* DICER1*,* RECK*,* TRPS1*,* CERS2*,* GJA1*,* SSX2IP*,* DKK2*,* ADAM1A*,* MGMT*,* VGLL4*
hsa‐miR‐223*	Not reported
hsa‐miR‐934	Not reported
hsa‐miR‐135b*	*APC*,* KLF4*,* MAFB*,* CASR*,* PPP2R5C*,* SMAD5*,* LZTS1*,* MID1*,* MTCH2*,* ACVR1B*,* BMPR2*,* TGFBR1*

### 3.3 miR‐122 increases radiosensitivity in parental breast cancer cells and in breast cancer patients treated with radiotherapy

miR‐122 has been described as a tumor suppressor and its downregulation is a common event in breast cancer (Wang *et al*., 2012). Conversely, in the present study, overexpression of miR‐122 was observed in both radioresistant breast cancer cells. To investigate whether miR‐122 might increase the radioresistance of breast cancer cells, we performed assays of gain‐of‐function in parental MCF‐7 and MDA‐MB‐231 cells. We were able to overexpress miR‐122 in parental MCF‐7 (Fig. 3A) and MDA‐MB‐231 cells (Fig. 3B) using a mimic‐miR122. Next, we evaluated the survival potential of these cells in response to radiotherapy by clonogenic assays. The results showed that, in non‐irradiated cells, the overexpression of miR‐122 alone but not scrambled transfected or control untransfected significantly decreased the survival MCF‐7 (SF = 0.63) (Fig. 3C) and MDA‐MB‐231 (SF = 0.4) (Fig. 3D) cells. Remarkably, cells transfected with mimic‐miR122 treated with radiotherapy significantly diminished their survival potential (MCF‐7: SF = 0.12; MDA‐MB‐231: SF = 0.07) (Fig. 3C,D). These results revealed that miR‐122 is capable of sensitizing the breast cancer cells to radiotherapy. To investigate the clinical relevance of the miR‐122 expression levels, we performed Kaplan–Meier analysis for RFS of breast cancer patients treated with radiotherapy. Data for 102 patients who received radiotherapy as a first‐line treatment obtained from the TCGA database were randomly categorized into two groups according to positive or null expression of miR‐122. The results revealed that patients with a positive expression of miR‐122 and who had received radiotherapy had a significantly better RFS than those with negative expression of miR‐122 (Fig. 3E), suggesting that patients with null expression of miR‐122 were significantly associated with poor prognoses after radiotherapy. These results were in agreement with our findings obtained *in vitro*, in which miR‐122 sensitized breast cancer cells to irradiation. Furthermore, the results obtained *in vivo* suggested that the expression of miR‐122 might be predictor biomarker for RFS in breast cancer patients treated with radiotherapy.

**Figure 3:**
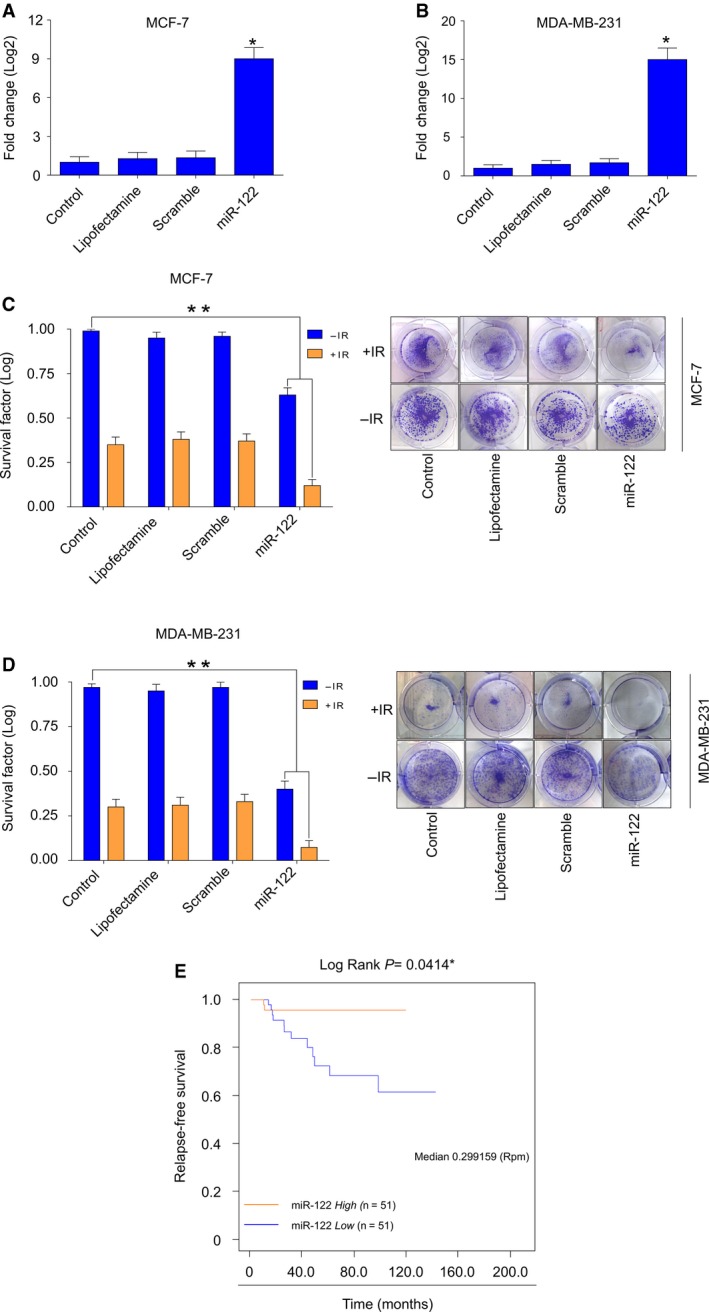
MiR‐122 promotes radiosensitivity in parental breast cancer cells. Increased expression of miR‐122 in parental (A) MCF‐7 and (B) MDA‐MB‐231 cells transfected with mimic‐miR122 was verified by qRT‐PCR assays. All values were normalized using RNU44 as an internal control. Mimic‐miR122‐transfected cells were evaluated for a radioresponse by clonogenic survival. Data for SF of transfected (C) MCF‐7 and (D) MDA‐MB‐231 cells irradiated (+IR) with 4 Gy of X‐ray are shown. Data were normalized using non‐irradiated cells (−IR). Representative images of the clonogenic assays results of MCF‐7 and MDA‐MB‐231 cells are shown in (C) and (D). Data are presented as the mean ± SD of three independent experiments. *P < 0.05; **P < 0.01 by ANOVA. (E) Kaplan–Meier analysis of the breast cancer patients with tumors positive or negative for miR‐122 expression who received radiotherapy treatment. Curves were compared using a log‐rank test *P < 0.01. Rpm, reads per million.

### 3.4 miR‐122 knockdown overcomes acquired radioresistance in breast cancer cells

We have demonstrated that miR‐122 is up‐regulated in both radioresistant breast tumor cells. To obtain additional insight into the biological function of miR‐122 in acquired radioresistance, we performed loss‐of‐function assays in MCF‐7RR and MDA‐MB‐231RR cells. We efficiently inhibited the expression of miR‐122 in MCF‐7RR (Fig. 4A) and MDA‐MB‐231RR (Fig. 4B) cells using antagomiR‐122. The transfected cells were evaluated for radioresistance using clonogenic assays. As expected, the radioresistant cell lines with a deficiency in miR‐122 had a significantly reduced survival efficiency. The results showed that knockdown of miR‐122 alone (non‐irradiated cells) but not in transfected cells with scrambled control had a significantly negative effect on survival rates in both MCF‐7RR (SF = 0.87) (Fig. 4C) and MDA‐MB‐231RR (SF = 0.70) (Fig. 4D). This negative effect on survival was higher when cells were irradiated (MCF‐7RR: SF = 0.43) (Fig. 4C) (MDA‐MB‐231RR: SF = 0.26) (Fig. 4D). Hence, the knockdown of miR‐122 in radiotherapy‐induced resistant cells is able to revert the radioresistance of the cells via delayed cell survival. Furthermore, these results suggest that miR‐122 promotes survival pathways with respect to maintaining a radioresistant phenotype in breast cancer cells. Accordingly, we evaluated the expression of miR‐122 in parental cells treated with radiotherapy. The results showed that radiation promotes overexpression of miR‐122 in parental breast cancer cells (Fig. 4E). We hypothesized that overexpression of miR‐122 was maintained during the adaptive biological reprogramming in response to continuous application of radiation (i.e. during the transition from a cancer cell to a radioresistant cancer cell) (Fig. 4F). Moreover, it is likely that miR‐122 could gain an oncogenic role in radioresistant cells, therefore having a dual function in breast cancer cells, acting either as a tumor suppressor or an oncogene depending on the cellular context (Fig. 4F). The adaptive transcriptional reprogramming includes the possibility that target genes of the miRNAs could be also changed, producing oncogenic or tumor‐suppressive effect. In this way, miR‐122 should regulate different target genes to act as a positive regulator of the survival pathways, thus favoring an oncogenic function in radioresistant cells. To explore this hypothesis, we evaluated the expression of *IGF1R*, which has previously been reported as a target gene of miR‐122 in breast cancer (Wang *et al*., 2012). Remarkably, the results obtained via qRT‐PCR showed that *IGF1R* is down‐regulated in parental MCF‐7 cells with gain‐of‐function of miR‐122 and up‐regulated in MCF‐7RR cells with loss‐of‐function of miR‐122 (Fig. 4G), which is consistent with targeted activity of miR‐122. These results suggest that radiosensitivity observed in MCF‐7RR cells with loss‐of‐function of miR‐122 could be independent of the *IGF1R* function. Taken together, these results indicate that miR‐122 has an oncogenic role in the acquired radioresistance of breast cancer cells.

**Figure 4:**
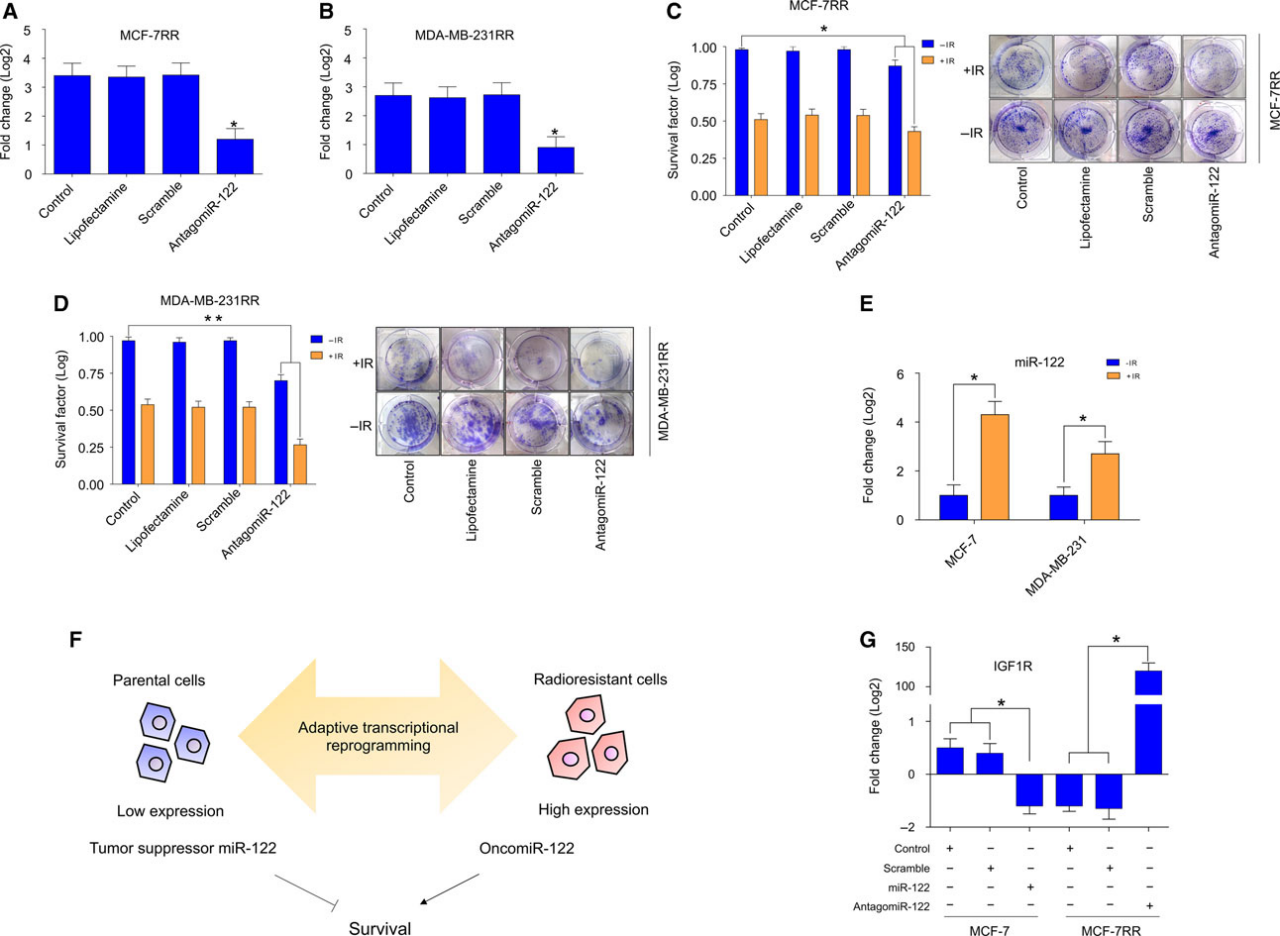
miR‐122 is overexpressed in radioresistant breast cancer cells and its inhibition reverts the radioresistant phenotype. Knockdown of miR‐122 in radioresistant (A) MCF‐7RR and (B) MDA‐MB‐231RR cells transfected with antagomiR‐122 was verified by qRT‐PCR assays. All values were normalized using RNU44 as an internal control. AntagomiR‐122‐transfected cells were evaluated for a radioresponse by clonogenic survival. Data for SF of transfected (C) MCF‐7RR and (D) MDA‐MB‐231RR cells irradiated (+IR) with 4 Gy of X‐ray are shown. Data were normalized using non‐irradiated cells (−IR). Representative images of the results of the clonogenic assays for MCF‐7RR and MDA‐MB‐231RR cells are shown in (C) and (D). (E) Overexpression of miR‐122 in parental MCF‐7 and MDA‐MB‐231 induced by treatment with 4 Gy of X‐ray was evaluated by qRT‐PCR assays. The expression data were normalized using parental MCF‐7 and MDA‐MB‐231 cells. All values were normalized using RNU44 as an internal control. (F) Schematic representation of the role of miR‐122 as a tumor suppressor miRNA in parental breast cancer cells and its oncogenic role during the transition from a cancer cell to a radioresistant cancer cell. (G) Expression of *IGF1R* in MCF‐7 and MCF‐7RR cells transfected with mimic‐miR122 and antagomiR‐122, respectively, was evaluated by qRT‐PCR. All values were normalized using GAPDH as an internal control. Data are presented graphically as the mean ± SD of three independent experiments. *P ≤ 0.05; **P < 0.01 by ANOVA.

### 3.5 Transcriptomic landscape of the radioresistant breast cancer cells with loss‐of‐function of miR‐122

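Gene expression was measured on 4 microarrays of MCF-7RR cells, 2 of cells transfected with antagomiR-122, an antisense oligonucleotide that binds and blocks miR-122, and 2 of untransfected control cells. MCF-7RR cells derive from MCF-7, an estrogen receptor-positive luminal breast cancer cell line, and had received 15 fractions of 2 Gy, a cumulative dose of 30 Gy. AntagomiR-122 was transfected at 30 nM with a lipid agent. Because the controls on the arrays were not transfected, these data cannot separate the effect of antagomiR-122 from that of transfection. Total RNA of 3 independent experiments was mixed in equal amounts before it was put on arrays, and the labels do not say whether the replicate arrays of a group carry the same mixture, so the spread between them may be technical. The methods name the Human Gene 1.0 ST array, whereas the deposited record names a transcriptome array; the annotation of the former gave a gene symbol to 21214 of the 33297 probe sets. The authors summarized each probe set by Robust Multichip Analysis (RMA) with global scaling, and the deposited values are on the log2 scale. The median signal of all 33297 probe sets was 6.35 and 6.38 on the antagomiR-122 arrays and 6.46 and 6.40 on the control arrays. On the named probe sets it was 6.82 and 6.83 against 6.94 and 6.83, so only control replicate 1 lay higher there. Probe sets with a mean signal of at most 5.40 in both groups, the 90th percentile of 379 probe sets of olfactory receptors, are called dim here; 5354 of the named probe sets (25.2%) were dim. The 21214 named probe sets were compared with limma, which pools the spread across probe sets. A probe set met the study criterion when its fold change was over 1.3 in either direction at an unadjusted p under 0.05. With 2 arrays a group, the smallest p of a two-sided exact permutation test is 0.333, so the tests here are limma and the methods' ANOVA, which model the spread.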

To obtain a comprehensive molecular understanding of the oncogenic role of miR‐122 in acquired radioresistance, we utilized a gene expression profiling approach with microarrays aiming to systematically identify genes associated with loss‐of‐function of miR‐122 in radioresistant cells. In total, 158 differentially expressed genes were identified in hierarchical clustering analysis (Fig. 5A). 

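All 4 arrays had the profile of luminal breast cells. KRT8, a keratin of luminal cells, had a log2 signal of 13.7 and 13.5 with antagomiR-122 and 13.7 and 13.8 in the controls. GATA3, a luminal transcription factor, had 11.5 and 11.3 against 11.6 and 11.5, and ESR1, the estrogen receptor, had 8.76 and 8.56 against 8.76 and 8.77 on its brighter probe set. Of 24 genes of estrogen response and luminal identity, none was higher under the study criterion and GREB1, an estrogen-induced gene, was lower, with a log2 change of -0.39 (standard error 0.12) and an adjusted p of 0.833 from limma. Markers of other cell types did not separate the groups. None of 19 leukocyte markers, 8 of them dim, and none of 16 hepatocyte markers, 11 of them dim, met the criterion. PTPRC, a leukocyte marker, and ALB, the albumin of hepatocytes, were among the dim ones, while the leukocyte marker NKG7 and the hepatocyte marker SERPINA1 were not. Of 18 markers of fibroblasts and endothelium, PDGFRA was lower at a dim level, and of 14 markers of basal breast cells, KRT14, a basal keratin, was lower. GREB1, PDGFRA and KRT14 lost the criterion after quantile normalization, GREB1 without control replicate 2 (-0.30) and without either antagomiR-122 replicate (-0.43 and -0.35), PDGFRA without antagomiR-122 replicate 1 (-0.32) and KRT14 without antagomiR-122 replicate 2 (-0.28). As lists, the luminal genes and these 4 sets of markers had adjusted p values between 0.343 and 0.979 from camera, a test of a list against all other genes. By average linkage on the correlation of the 21214 named probe sets, the antagomiR-122 arrays joined first (distance 0.00369), then control replicate 1 (0.00418) and last control replicate 2 (0.0113). The controls formed their own pair (0.0267) only when the clustering was limited to the 485 probe sets that met the study criterion, which were chosen for that difference. Control replicate 2 had a correlation of 0.989 across genes with each of the other 3 arrays, which had 0.996 with each other. Genes are not independent replicates in these correlations. Among 14545 probe sets with a single symbol that were not dim, 152 on control replicate 2 lay more than 1 log2 unit from the mean of the other 3 arrays, against 14 for control replicate 1 and 6 and 7 for the antagomiR-122 replicates.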

Twenty‐seven genes were up‐regulated (fold change ≥ 1.3) and 131 genes were down‐regulated (fold change ≤ −1.3); (Table S1). 

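With antagomiR-122, 91 named probe sets were higher and 394 were lower under the study criterion by limma. SNORA62, a small nucleolar RNA that guides modification of ribosomal RNA, was 2.44-fold higher, with a log2 signal of 9.39 and 9.50 against 8.31 and 8.01. SINHCAF (FAM60A in Table S1), a subunit of a histone deacetylase complex, was 1.87-fold higher (8.08 and 8.03 against 7.09 and 7.20) on that probe set and 1.19-fold on a second one that did not meet the criterion. IGLON5, a cell adhesion molecule of neurons, was 1.90-fold higher (6.21 and 6.24 against 5.17 and 5.42), and NUP62CL, related to a nuclear pore protein, 1.64-fold (6.69 and 6.63 against 6.10 and 5.79). ADCY10P1, the largest increase of Table S1, was 2.69-fold higher but dim. The other 6 of the 10 largest increases were GLYATL2 (1.96-fold), TMT1A (1.82-fold), RNPC3 (1.69-fold), SNORA20 (1.66-fold), CFAP144P1 (1.63-fold) and ARRDC4 (1.59-fold). Among the 10 largest decreases, S100A7, a calcium-binding protein of stressed epithelia, was 3.75-fold lower (5.25 and 5.16 against 5.93 and 8.29), with most of the difference on control replicate 2. CLDN1, a tight junction protein, was 1.76-fold lower, CHAC1, a glutathione-degrading enzyme of the stress response, 1.72-fold, and RPPH1, the RNA of RNase P, 1.65-fold. RGL1 was 2.07-fold lower (4.89 and 5.27 against 5.47 and 6.79), also with most of the difference on control replicate 2. DUX4 (1.99-fold), CCDC88C (1.77-fold), SNORD116-15 (1.70-fold), CNGA2 (1.70-fold) and CFAP44 (1.67-fold) completed these 10. In Table S1 the largest decreases were those of RNA5SP22 (2.57-fold), TERF1P2 (1.72-fold) and FLJ45832 (1.63-fold), on probe sets matched by value that the annotation leaves unnamed or gives other names; the first 2 were dim. SNORA62, SINHCAF, IGLON5 and NUP62CL met the criterion in every alternative run. The 16 other genes named here that are not in Table S1 all lost it under the methods' ANOVA. That was nearly fixed in advance, as Table S1 comes from that test and only 12 named probe sets pass it outside the table. In the fit of all 33297 probe sets 10 of the 16 lost the criterion, and 3 did with dim probe sets left out, both at unchanged log2 changes. After quantile normalization 6 lost the criterion, and 4 did after median centring. Without antagomiR-122 replicate 1, 13 of the 16 lost it (log2 changes of GLYATL2 0.71, TMT1A 0.82, SNORA20 0.87, CFAP144P1 0.61, ARRDC4 0.77, S100A7 -1.95, RGL1 -0.86, DUX4 -0.45, CLDN1 -0.83, CHAC1 -0.81, SNORD116-15 -0.91, CNGA2 -0.68 and CFAP44 -0.76). Without antagomiR-122 replicate 2, 10 did (TMT1A 0.91, SNORA20 0.58, ARRDC4 0.56, S100A7 -1.86, RGL1 -1.24, CLDN1 -0.80, CHAC1 -0.75, SNORD116-15 -0.63, CNGA2 -0.85 and CFAP44 -0.72). DUX4 had -1.53 there. Without control replicate 2, 9 lost it (GLYATL2 0.43, TMT1A 0.31, SNORA20 0.30, ARRDC4 0.29, RGL1 -0.39, CLDN1 -0.36, CHAC1 -0.27, CNGA2 -0.26 and CFAP44 -0.26), and S100A7 (-0.73) and SNORD116-15 (-0.38) kept it at a smaller change. Without control replicate 1, only DUX4 lost it (-0.78), CFAP144P1 fell to 0.43, and the changes grew for GLYATL2 (1.51), TMT1A (1.42), SNORA20 (1.16), ARRDC4 (1.04), S100A7 (-3.08), RGL1 (-1.71), CLDN1 (-1.27), CHAC1 (-1.29), SNORD116-15 (-1.16), CNGA2 (-1.27) and CFAP44 (-1.23).
No probe set had an adjusted p under 0.05 by limma (smallest 0.833) or by the methods' ANOVA, and 1018 had an unadjusted p under 0.05 by limma and 1205 by the methods' ANOVA, where 1061 would be expected with no change at all. The methods' ANOVA on the named probe sets gave 23 higher and 105 lower. Of the 485 probe sets, 81.2% were lower, and 78.3% of those that were not dim (76 higher, 275 lower). The share changed with the scaling between arrays, which recentres the changes: after quantile normalization 212 were higher and 135 lower (38.9% lower), and after median centring 257 and 160 (38.4%). It also moved with single arrays, to 63 higher and 177 lower without antagomiR-122 replicate 1, 51 and 250 without antagomiR-122 replicate 2, 1489 and 1418 without control replicate 1, and 132 and 726 without control replicate 2. With a control array left out, the spread came from the antagomiR-122 arrays alone, so these counts hold no spread between controls. Without control replicate 1 the only control was replicate 2, the array that stood most apart.

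**Figure D1:**
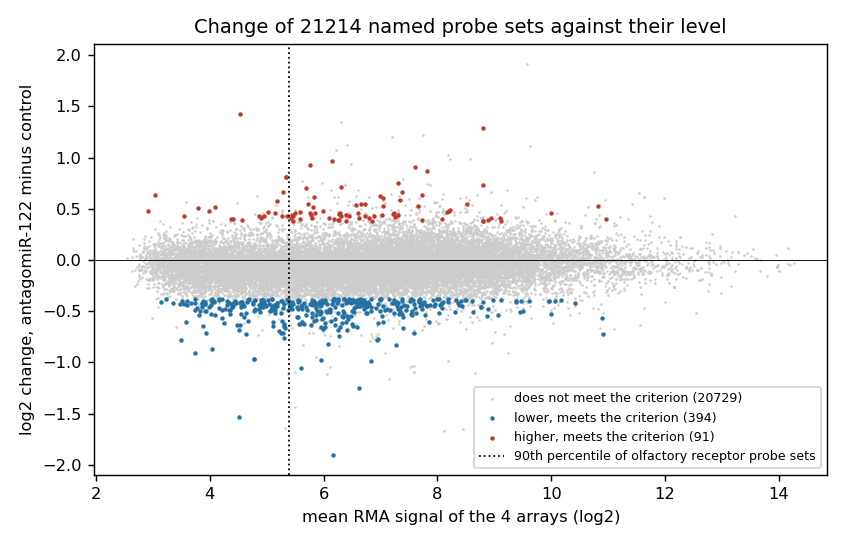
Log2 change with antagomiR-122 (vertical axis) against the mean RMA signal of the 4 arrays (log2, horizontal axis) for the 21214 named probe sets. Coloured points are the 91 higher and 394 lower probe sets under the study criterion, and the median change of all named probe sets was -0.055.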

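EGFR, APP, MOV10, EWSR1, SIRT7 and ELAVL1 were all measured on the arrays, and none met the study criterion by limma. EGFR, the epidermal growth factor receptor, had a log2 signal of 7.33 and 7.40 with antagomiR-122 and of 7.33 and 6.82 in the controls, a log2 change of 0.29 (standard error 0.18, adjusted p = 0.833). It met the criterion without control replicate 1, with a log2 change of 0.54, and had 0.037 without control replicate 2. APP, the amyloid precursor protein, had a log2 change of 0.12 (standard error 0.12, adjusted p = 0.871) at a mean signal of 11.1, and had 0.012 without control replicate 2 and 0.22 without control replicate 1. MOV10, an RNA helicase of the miRNA machinery, had a log2 change of -0.16 (standard error 0.11). SIRT7, a nuclear deacylase, had -0.10 (standard error 0.12), -0.017 without control replicate 2 and -0.19 without control replicate 1. EWSR1, an RNA-binding protein, had -0.053 (standard error 0.11), which turned to 0.0057 after median centring and was -0.027 without control replicate 1. ELAVL1, an RNA-binding protein that stabilizes transcripts, had 0.082 (standard error 0.15), which turned to -0.089 without control replicate 2 and was 0.25 without control replicate 1, 0.0053 without antagomiR-122 replicate 1 and 0.16 without antagomiR-122 replicate 2. These 6 genes were not dim.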

Using the Key Pathway Miner App of cytoscape to determine interconnected pathways by protein–protein interaction *in silico*, we revealed products of genes that were not observed in the microarrays assays (outliers), such as *EGFR*,* APP*,* MOV10*,* EWSR1*,* SIRT7* and *ELAVL1* (Fig. 5B). Our analysis by functional protein association networks, GO and biological pathways (Fig. 5C) showed that the gene signature in knockdown miR‐122‐MCF‐7RR could be associated with regulation of transcription (*SSX8*,* ZNF611*,* ZNF18*,* EGR4*,* TFCP2L1*,* ZNF684*,* ZNF793*,* CITED4*,* ZNF616*,* ZNF304*,* BHLHA9*,* LTF*,* SP7*,* RBPJL*,* FOXD4L6*), the G‐protein coupled receptor signaling pathway (*CCL25*,* OR2I1P*,* OR1L8*,* OR5AP2*,* OR8B4*,* OR4D10*,* AREG*,* VIPR2*,* HTR1E*), the TNF pathway (*TNFRSF21*,* CCL25*,* RIPK1*), the Ras‐MAPK pathway (*IL1R2*,* HRAS*,* MAP4K1*,* DUSP8*) and the inflammatory response (*TNFRSF21*,* CCL25*,* IL1R2*,* IL13*) (Fig. 5D). 

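The genes of these groups were selected in the study on these arrays, so their direction here is not independent evidence. Of 15 genes of regulation of transcription, 4 were higher and 11 lower under the study criterion by limma, with fold changes of 1.31 to 1.53. The higher ones were the zinc finger genes ZNF684 (log2 change 0.62, standard error 0.11), ZNF304 and ZNF611 and the cancer-testis gene SSX8, which the annotation lists as a pseudogene, SSX8P. BHLHA9, a transcription factor of limb development (log2 change -0.55, standard error 0.12), ZNF616 (-0.50, standard error 0.11) and EGR4, an immediate early gene (-0.39, standard error 0.11), were lower, and 1 of the 15, TFCP2L1, was dim. Of 9 genes of G-protein coupled receptor signaling, VIPR2, a receptor for vasoactive intestinal peptide, was higher (0.43, standard error 0.12) and 8 were lower. Of these 9, 5 were dim, namely HTR1E, a serotonin receptor (-0.51, standard error 0.12), OR8B4, OR1L8 and OR5AP2, which are olfactory receptors, and the probe set whose fold change and p equal those of AREG in Table S1. All 3 genes of the TNF pathway, all 4 of the Ras-MAPK pathway and all 4 of the inflammatory response were lower, none of them dim. MAP4K1, a kinase upstream of the MAPK cascade, had a log2 change of -0.43 (standard error 0.12), IL1R2, a decoy receptor for interleukin 1, -0.41 (standard error 0.12), IL13, a cytokine, -0.42 (standard error 0.11) and CCL25, a chemokine, -0.40 (standard error 0.11). The probe sets listed in Table S1 as FOXD4L6 and OR4D10 carry several gene symbols each, and those matched to AREG and OR2I1P carry none in the annotation. These counts are on the probe sets matched to Table S1 by value. On the brightest probe set that the annotation gives each gene, 4 of 14 transcription genes were higher and 9 lower, 1 of 7 receptor signaling genes was higher and 5 lower, and ZNF616 (0.12) and OR4D10 (-0.0045) did not meet the criterion. No matched probe set of the 5 groups had an adjusted p under 0.05. After quantile normalization, 7 genes of the transcription group, 4 of the G-protein coupled receptor group, 2 of the TNF pathway, 2 of the Ras-MAPK pathway and 3 of the inflammatory response no longer met the criterion. Their fold changes had been 1.31 to 1.36 and then lay between 1.24 and 1.3 in the same direction, for example 1.31 and then 1.26 for EGR4, 1.33 and 1.26 for ZNF18 and 1.31 and 1.28 for RIPK1, so they crossed the threshold with little change. After median centring these 5 counts were 4, 4, 3, 2 and 4, which left no gene of the TNF and inflammatory groups. The genes lost there had fold changes of 1.24 to 1.29. No gene of these groups turned direction with any array left out. That was fixed in advance by their choice at p under 0.05 by the methods' ANOVA on all 4 arrays. Losses below at a log2 change beyond 0.379 either way, the fold threshold, came from the p alone. By rounding, 2 changes printed as -0.38 lay short of it: CITED4 without control replicate 2 and CCL25 without antagomiR-122 replicate 2. Without antagomiR-122 replicate 1, 10 of the 15 transcription genes lost the criterion (log2 changes of SSX8 0.44, ZNF18 -0.39, EGR4 -0.34, TFCP2L1 -0.42, ZNF793 -0.36, CITED4 -0.41, ZNF304 0.44, LTF -0.39, SP7 -0.40 and RBPJL -0.39), 5 of the 9 receptor signaling genes (CCL25 -0.42, OR2I1P -0.45, OR5AP2 -0.40, AREG -0.45 and VIPR2 0.36) and 2 of 3, 3 of 4 and 3 of 4 in the TNF, Ras-MAPK and inflammatory groups (CCL25 -0.42, RIPK1 -0.37, IL1R2 -0.42, HRAS -0.44, MAP4K1 -0.44 and IL13 -0.37). Without antagomiR-122 replicate 2 these counts were 5 (SSX8 0.42, ZNF611 0.31, ZNF18 -0.43, CITED4 -0.45 and FOXD4L6 -0.41), 6 (CCL25 -0.38, OR2I1P -0.43, OR1L8 -0.41, OR5AP2 -0.39, OR8B4 -0.42 and AREG -0.34) and 3, 4 and 3 (TNFRSF21 -0.36, CCL25 -0.38, RIPK1 -0.40, IL1R2 -0.41, HRAS -0.44, MAP4K1 -0.42 and DUSP8 -0.46). Without control replicate 2 they were 1 (CITED4 -0.38), 2 (CCL25 -0.35 and AREG -0.37) and 1, 3 and 2 (CCL25 -0.35, IL1R2 -0.33, HRAS -0.35 and MAP4K1 -0.36). Without control replicate 1 only ZNF611 (0.36), ZNF18 (-0.36) and RIPK1 (-0.36) lost it.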

To identify potential genes that could be directly regulated by miR‐122, we performed *in silico* analysis of 3'‐UTR binding sites for miR‐122 in modulated genes. 

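Table 3 holds 9 genes listed as higher with antagomiR-122 and 29 listed as lower that have a canonical miR-122 site. Under the study criterion by limma, all 9 were higher (fold changes 1.31 to 1.90) and all 29 lower (1.31 to 1.55), on the probe sets matched to Table S1 by fold change and p and in lists that the study drew from these arrays, so this is not independent evidence of their direction. On the brightest probe set that the annotation gives each gene, 7 of the 9 were higher, and 23 of 26 measured were lower. The exceptions were ACAA1, CCDC127, DDR2, KIAA0825 (fold change 0.913) and NUB1 (1.01). Of the 9 higher genes, KLHL5, an adaptor of ubiquitin ligases, had a log2 signal of 6.95 and 7.06 with antagomiR-122 and 6.47 and 6.45 in the controls, a log2 change of 0.54 (standard error 0.11, adjusted p = 0.833). FBXO48, an F-box protein, had a log2 change of 0.48 (standard error 0.12) at a dim level. The probe sets with the fold change and p that Table S1 gives for ACAA1, a peroxisomal thiolase, and CCDC127 were dim and have no symbol in the annotation. That of CCDC127 lost the criterion without either antagomiR-122 replicate (0.39 and 0.43) and without control replicate 2 (0.38, a fold change of 1.297). The probe sets annotated to these genes had fold changes of 0.965 for ACAA1 and 1.05 for CCDC127 and did not meet the criterion. Of the 29 lower genes, 10 were dim. LCE2C, a protein of the cornified envelope of skin, had the largest of these decreases, a log2 change of -0.63 (standard error 0.12) at a dim level. DDR2, a collagen receptor, had a log2 change of -0.49 (standard error 0.11) on 1 dim probe set and a fold change of 1.00 on another. DEAF1, a transcription factor, had 7.66 and 7.80 against 8.09 and 8.14, a log2 change of -0.39 (standard error 0.12). After quantile normalization, 16 of the 29 lower genes and none of the 9 higher genes lost the criterion. That step moved the median change of all named probe sets from -0.055 to -0.00013, so lower genes near the threshold fall under it and higher ones do not: the fold changes of the 16 had been 1.31 to 1.36 and then lay between 1.23 and 1.3, in the same direction (DEAF1 1.31 and then 1.27, RIPK1 1.31 and 1.28). With 1 array left out none of the 38 turned direction. The criterion was lost by 3 of the 9 and 19 of the 29 without antagomiR-122 replicate 1 (fold changes from 1.24 to 1.36), 3 and 13 without antagomiR-122 replicate 2 (1.24 to 1.38), 1 and 3 without control replicate 1 and 1 and 6 without control replicate 2 (both between 1.25 and 1.3). DEAF1 lost it without antagomiR-122 replicate 1 (-0.31) and without control replicate 2 (-0.36), and FBXO48 lost it without antagomiR-122 replicate 2 (0.38). No 3'-UTR sequences were at hand, so the sites themselves were not examined.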

We found nine up‐regulated and 29 down‐regulated genes containing canonical 3′‐UTR binding sites for miR‐122 (Table 3), highlighting the up‐regulation of *IGLON5*,* NUP62CL*,* ACAA1*,* KLHL5*,* FBXO48*,* ZNF304*,* VIPR2*,* CCDC127* and *ZNF611*, as well as the down‐regulation of *DUSP8*,* DDR2*,* IL1R2*,* DEAF1* and *RIPK1*. Therefore, microarrays analysis revealed that radioresistant cells with loss‐of‐function of miR‐122 are highly enriched for genes encoding signaling pathways and transcriptional processes, suggesting that a major influence of miR‐122 function on acquired radioresistance is related to maintaining survival networks.

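Of 31 gene lists set before these arrays were compared, 5 differed from all other genes by camera with its preset correlation (adjusted p under 0.05). None of these 5 calls held with an estimated correlation (adjusted p = 0.985 by camera for each), but all 31 lists had that value there. With an estimated correlation camera takes its degrees of freedom from the 4 arrays, so it could hardly have called any list. Its values below therefore do not tell whether a list shifted. The 5 calls also did not hold without control replicate 2. Genes of mitosis lay above the other genes at the preset correlation (31 genes, adjusted p = 0.0030, but adjusted p = 0.985 with an estimated correlation), with a mean log2 change of 0.090. Without control replicate 2 this list lay below the other genes (adjusted p = 0.953), and with all 4 arrays none of its members met the study criterion: DLGAP5, a spindle protein, had 0.30 (standard error 0.20), PTTG1, securin, 0.47 (standard error 0.34), CDC25C, a mitotic phosphatase, 0.25 (standard error 0.18) and UBE2C, a ubiquitin-conjugating enzyme of mitosis, -0.17 (standard error 0.12). Genes of glycolysis lay above (21 genes, adjusted p = 0.018, but adjusted p = 0.985 with an estimated correlation and 0.901 without control replicate 2). PFKFB4, a regulator of the pathway, had 0.47 (standard error 0.27), PGK1 0.29 (standard error 0.15) and PDK1, a kinase that restrains entry into the citric acid cycle, 0.34 (standard error 0.19), while ENO3, a muscle enolase, was the single member past the criterion and was lower (-0.39, standard error 0.11). C2H2 zinc finger genes named ZNF lay above (480 genes, adjusted p = 0.0063, but adjusted p = 0.985 with an estimated correlation and 0.953 without control replicate 2): 11 were higher, 3 lower and 466 met no criterion. ZNF615 had a log2 change of 0.63 (standard error 0.15) and ZNF417 of 0.60 (standard error 0.16). Genes of the interferon response lay below (32 genes, adjusted p = 0.025, but adjusted p = 0.985 with an estimated correlation), with a mean of -0.25, and above without control replicate 2 (adjusted p = 0.0739). Of these, USP18, which restrains interferon signaling, was lower (-0.55, standard error 0.16), PARP9 had -0.60 (standard error 0.28) and IFI44L 0.56 (standard error 0.25). Keratin-associated and late cornified envelope proteins, genes of hair and skin, lay below (85 genes, adjusted p = 0.035, but adjusted p = 0.985 with an estimated correlation and 0.901 without control replicate 2), with 3 lower and KRTAP21-1 higher under the criterion, and 26 of the 85 dim. Without antagomiR-122 replicate 1 the calls of glycolysis (adjusted p = 0.213), the interferon response (0.0744) and the hair and skin genes (0.273) were lost too, as was the last without control replicate 1 (0.0784), and those of glycolysis and of hair and skin after quantile normalization (0.068 for each). Control replicate 2 was the highest array for 75.0% of the 32 interferon genes, against 27.3% of all genes, and the lowest for 83.9% of the 31 mitosis genes, against 34.0%.
Leaving out single arrays moved the named genes too. Without control replicate 1, several that had not met the criterion did so, with log2 changes of 0.60 for DLGAP5, 1.03 for PTTG1, 0.50 for CDC25C, 0.89 for PFKFB4, 0.46 for PGK1, 0.59 for PDK1 and -1.04 for PARP9, as did IFI44L (0.95). Each of these changes was smaller without control replicate 2 than on all 4 arrays, where the change is the mean of those without either control. PTTG1 and CDC25C turned direction without control replicate 2. ENO3 lost it without control replicate 2 (-0.37) and without either antagomiR-122 replicate (-0.39), USP18 without control replicate 1 (-0.35) and without either antagomiR-122 replicate (-0.53 and -0.58), KRTAP21-1 likewise (0.25, 0.44 and 0.48), ZNF615 without antagomiR-122 replicate 2 (0.54) and ZNF417 without antagomiR-122 replicate 1 (0.43).
The zinc finger list above, nearest to the paper's transcription group, shifted only at the preset correlation. The lists nearest to the paper's Ras-MAPK and TNF groups did not, nor did those of apoptosis, p53, DNA break repair and IGF1R signaling. Of 33 genes of the Ras-MAPK cascade, DUSP8, MAP4K1 and HRAS were lower and 30 did not meet the criterion. Of 30 genes of TNF and NF-kappaB signaling, TNFRSF21 and CFLAR, an inhibitor of caspase-8 (-0.50, standard error 0.15), were lower. CFLAR was also the single one of 30 apoptosis regulators that met the criterion. Of 26 p53 targets only SPATA18 (dim) met it, and of 31 genes of DNA double-strand break repair none did. FOXO3, a transcription factor restrained by AKT, was the single one of 26 genes of IGF1R-PI3K-AKT-mTOR signaling that was lower (-0.40, standard error 0.13). CFLAR lost the criterion without antagomiR-122 replicate 2 (-0.44) and without control replicate 2 (-0.34), SPATA18 without antagomiR-122 replicate 1 (-0.26), and FOXO3 without control replicate 1 (-0.29) and without either antagomiR-122 replicate (-0.47 and -0.33). These 6 lists had adjusted p values between 0.721 and 0.979 by camera. Adjusted over the list alone, no gene of these 11 lists had an adjusted p under 0.05, nor did any when adjusted over all genes. From the enrichment for signaling and transcription genes, the paper proposes that much of the influence of miR-122 on acquired radioresistance relates to the upkeep of survival networks.

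**Figure D2:**
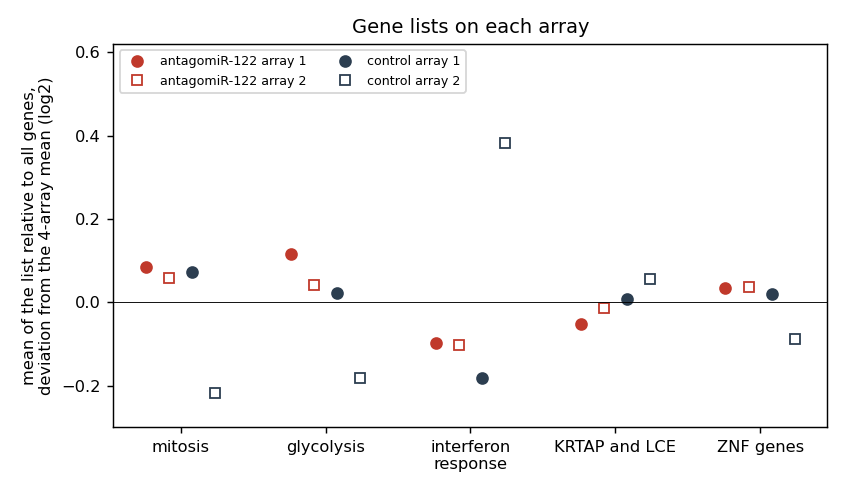
Mean signal, on each array, of the 5 gene lists called at the preset correlation, relative to the mean of all genes on that array and to the mean of the 4 arrays (log2, vertical axis). Control replicate 2 lies at 0.38 for interferon response and at -0.22 for mitosis, and the other 3 arrays lie between -0.18 and -0.10 and between 0.059 and 0.084.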

**Figure 5:**
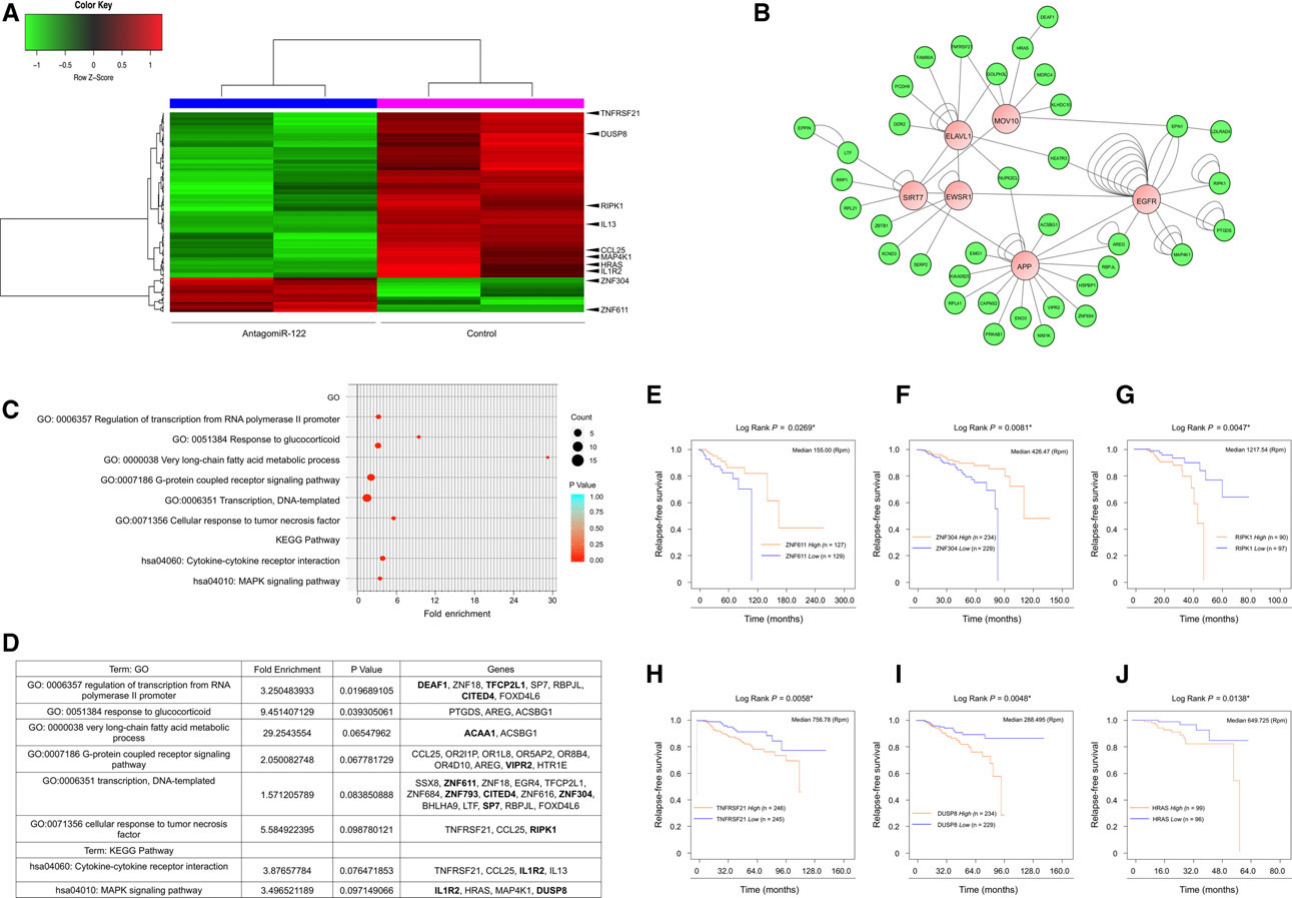
Transcriptome analysis of MCF‐7RR cells with knockdown of miR‐122 and analysis of prognostic factor genes in breast cancer patients. (A) Heat map showing the differential expression pattern of 158 genes in MCF‐7RR cells transfected with antangomiR‐122. The heat map indicates 131 up‐regulated (red) and 27 down‐regulated (green) genes. The columns represent a duplicate of individual samples of MCF‐7RR cells with knockdown of miR‐122, as well as MCF‐7RR untransfected cells. The rows represent individual genes. Arrows indicate genes with prognostic value in breast cancer patients treated with radiotherapy. (B) Interactome generated from protein–protein interaction data by Key Pathway cytoscape (Alcaraz *et al*., 2014). The 36 genes shown in green are the modulated genes by knockdown of miR‐122. The six genes shown in pink are linker genes that connect the 36 genes from transcriptome. The numbers of connections in the network are shown as nodes. (C) Bubble chart shows the enriched GO terms of the genes modulated by the knockdown of miR‐122. Biological processes are shown on the *y*‐axis. The color and size of the bubble represent the number of genes involved in each GO/network process and significance, respectively. (D) Chart of GO and biological processes of genes modulated by the knockdown of miR‐122. Genes symbol are shown. Bold‐labeling indicates genes containing miR‐122 binding sites in their 3′‐UTR. Kaplan–Meier curves of RFS. Survival curves of high vs low expression of (E) *ZNF611*, (F) *ZNF304*, (G) *RIPK1*, (H) *TNFRSF21*, (I) *DUSP8* and (J) *HRAS* of patients with breast cancer treated with radiotherapy. High or low gene expression levels according to > median or ≤ median expression levels each gene. Curves were compared using a log‐rank test *P ≤ 0.05; **P ≤ 0.01. Rpm, reads per million.

**Table 3:** Genes differentially regulated in knockdown miR‐122‐MCF‐7RR cells with a 3′‐UTR‐canonical binding site to miR‐122

Gene	Function
Up‐regulated	
*IGLON5*	Neuronal cell‐adhesion protein
*NUP62CL*	Nucleocytoplasmic transporter activity
*ACAA1*	Acetyl‐CoA C‐acyltransferase activity
*KLHL5*	Ubiquitin‐protein transferase activity
*FBXO48*	Decreased interleukin‐8 secretion
*ZNF304*	Activation of KRAS and silencing of several tumor suppressor genes
*VIPR2*	Pituitary adenylate cyclase activation
*CCDC127*	Cell surface transport
*ZNF611*	Transcriptional regulation
Down‐regulated	
*LCE2C*	Precursors of the cornified envelope of the stratum
*PRH2*	Protective and reparative environment for dental enamel
*RAB40AL*	Mediates the ubiquitination and subsequent proteasomal degradation of target proteins
*MICAL2*	Actin binding and flavin adenine dinucleotide binding
*SEMA5A*	Semaphorin gene family that encodes membrane proteins containing a semaphorin domain and several thrombospondin type‐1 repeats. May promote angiogenesis by increasing endothelial cell proliferation and migration and inhibiting apoptosis
*SLC25A18*	Involved in the transport of glutamate across the inner mitochondrial membrane
*PODNL1*	Small leucine‐rich repeat protein family
*DUSP8*	Phosphatase activity with synthetic phosphatase substrates and negatively regulates mitogen‐activated protein kinase activity
*DDR2*	Tyrosine kinase that functions as cell surface receptor for fibrillar collagen and regulates cell differentiation, remodeling of the extracellular matrix, cell migration and cell proliferation
*C2CD4A*	Involved in inflammatory process. May regulate cell architecture and adhesion
*KIAA0825*	Cell surface transport
*ZNF793*	Transcriptional regulation
*DLX4*	Play a role in determining the production of hemoglobin S. May act as a repressor
*LIN28A*	Protein that acts as a posttranscriptional regulator of genes involved in developmental timing and self‐renewal in embryonic stem cells. Disrupting the maturation of certain miRNAs
*SP7*	Transcriptional activator essential for osteoblast differentiation
*TFCP2L1*	Transcriptional suppressor, cellular self‐renewal
*CITED4*	Acts as transcriptional coactivator for TFAP2/AP‐2. Enhances estrogen‐dependent transactivation mediated by estrogen receptors
*TRPM1*	Cation channel essential for the depolarizing photoresponse of retinal ON bipolar cells. It is part of the GRM6 signaling cascade. Metastasis in melanoma
*IL1R2*	Cytokine receptor that belongs to the interleukin‐1 receptor family
*VEPH1*	Downregulation of Wnt pathway after Wnt3A stimulation
*ARHGAP23*	GTPase activator for the Rho‐type GTPases by converting them to an inactive GDP‐bound state
*C4B*	Complement component 4B, including the ZB transcript in the same orientation, complexing with C2 to form the C3/C5 convertase, classical pathway
*CNIH3*	Regulates the trafficking and gating properties of AMPA‐selective glutamate receptors
*DEAF1*	Cell proliferation, arresting cells in the G0 or G1 phase. Required for neural tube closure and skeletal patterning. Regulates epithelial cell proliferation and side‐branching in the mammary gland
*EPPIN*	Serine protease inhibitor that plays an essential role in male reproduction and fertility
*HEATR3*	Role in ribosomal protein transport and in the assembly of the 5S ribonucleoprotein particle (5S RNP). The encoded protein also may be involved in NOD2‐mediated NF‐kappa B signaling
*NUB1*	Protein that functions as a negative regulator of NEDD8, a ubiquitin‐like protein that conjugates with cullin family members in order to regulate vital biological events
*RIPK1*	Serine‐threonine kinase, which transduces inflammatory and cell‐death signals (programmed necrosis) following death receptors ligation, activation of pathogen recognition receptors and DNA damage. Activates the MAP3K5‐JNK apoptotic cascade
*KRT77*	Responsible for the structural integrity of epithelial cells

### 3.6 Genes associated with loss‐of‐function of miR‐122 are involved in the outcome of breast cancer patients treated with radiotherapy

To determine the prognostic value of genes associated with loss‐of‐function of miR‐122, we evaluated RFS in 491 breast cancer patients treated with radiotherapy, as obtained from the TCGA database. Patients were categorized according to the median expression of each gene; therefore, we obtained different groups of patients according to the low and high expression of an individual gene. Characteristic populations are shown in Tables S2–S7. In the analysis for RFS, differential expression of *ZNF611*,* ZNF304*,* RIPK1*,* DUSP8*,* TNFRSF21* and *HRAS* genes was associated with outcome for breast cancer patients who received radiotherapy. Kaplan–Meier curves showed that increased expression of *ZNF611* (*P*  = 0.0269; Fig. 5E) and *ZNF304* (*P* = 0.0081; Fig. 5F), as well as lower expression of *RIPK1* (*P* = 0.0047; Fig. 5G), *TNFRSF21* (*P* = 0.0058; Fig. 5H) and *DUSP8* (*P* = 0.048; Fig. 5I) and *HRAS* (*P* = 0.0138; Fig. 5J), was associated with longer RFS. These results were in accordance with the experimental evidence obtained in MCF‐7RR cells in which an increase of *ZNF611* and *ZNF304* expression, in addition to a decrease of *RIPK1*,* TNFRSF21*,* DUSP8* and *HRAS* expression, induced by knockdown of miR‐122 was correlated with radiosensitivity *in vitro*.

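ZNF611 and ZNF304, C2H2 zinc finger genes, were higher with antagomiR-122, and RIPK1, TNFRSF21, DUSP8 and HRAS lower. ZNF611 had a log2 signal of 7.92 ± 0.10 (SD, n = 2 arrays) with antagomiR-122 and 7.53 ± 0.035 (SD, n = 2) in untransfected MCF-7RR cells, a fold change of 1.31. ZNF304 had 6.49 ± 0.011 against 6.04 ± 0.060, a fold change of 1.37. RIPK1, a kinase of TNF signaling, had 7.89 ± 0.024 against 8.27 ± 0.034 and was 1.31-fold lower; this probe set has no symbol in the annotation and was taken because its fold change and p equal those of RIPK1 in Table S1, which is not an independent check. TNFRSF21, a death receptor, had 7.10 ± 0.084 against 7.52 ± 0.056 and was 1.34-fold lower. DUSP8, a phosphatase that acts on MAP kinases, had 6.98 ± 0.080 against 7.50 ± 0.082 and was 1.43-fold lower. HRAS, a small GTPase, had 8.16 ± 0.0034 against 8.60 ± 0.13 and was 1.35-fold lower. All 6 met the study criterion by limma, with log2 changes between -0.52 and 0.45 (standard errors 0.11 to 0.12). As the study chose all 6 from Table S1, by fold change and p on these same arrays, that was nearly fixed in advance and is no independent check. None had an adjusted p under 0.05: it was 0.833 for 5 of them and 0.867 for RIPK1, which was fitted with all 33297 probe sets. Leaving out an array ended the call of ZNF611 (log2 change 0.31 without antagomiR-122 replicate 2 and 0.36 without control replicate 1), of ZNF304 (0.44 without antagomiR-122 replicate 1), of TNFRSF21 and DUSP8 (-0.36 and -0.46 without antagomiR-122 replicate 2) and of HRAS (-0.44 without either antagomiR-122 replicate and -0.35 without control replicate 2). RIPK1 lost it without antagomiR-122 replicate 1 (-0.37), without antagomiR-122 replicate 2 (-0.40), without control replicate 1 (-0.36), after quantile normalization (-0.35) and after median centring (-0.31), which also ended the call of TNFRSF21 (-0.36). With all 4 arrays the change was 0.45 for ZNF304 and -0.44 for HRAS. Their losses without an antagomiR-122 replicate therefore came from the p and not from a smaller change.

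**Figure D3:**
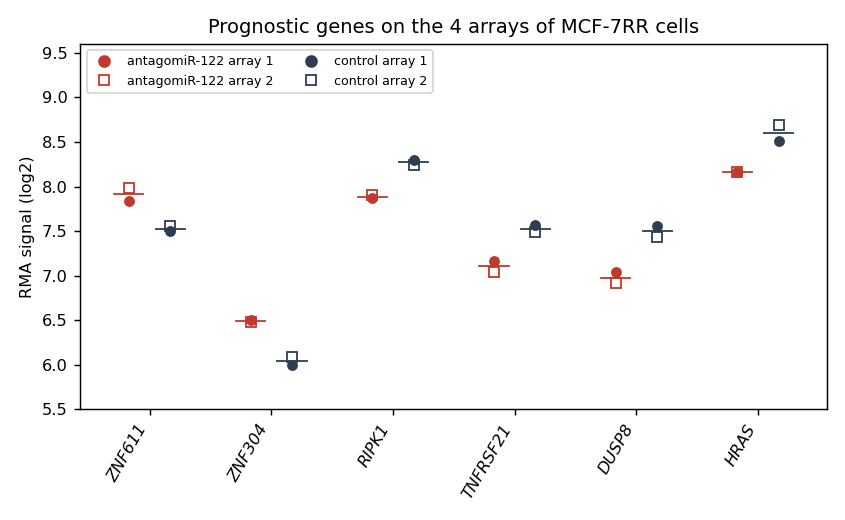
RMA signal (log2, vertical axis) of the 6 prognostic genes on the 2 antagomiR-122 and the 2 control arrays of MCF-7RR cells. Points are single arrays and lines are group means; ZNF611 and ZNF304 lie higher and the other 4 genes lower with antagomiR-122.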

### 3.7 miR‐122 differentially controls levels of *ZNF611*,* ZNF304*,* RIPK1*,* DUSP8*,* HRAS* and *TNFRS21* protein in radioresistant breast cancer cells

Our findings obtained by Kaplan–Meier analysis revealed that *ZNF611*,* ZNF304*,* RIPK1*,* DUSP8*,* TNFRSF21* and *HRAS* genes have a prognostic value in patients treated with radiotherapy. Among these genes, *ZNF611* (positions 2916–2922), *ZNF304* (positions 2676–2682), *RIPK1* (positions 1680–1684) and *DUSP8* (positions 1631–1634) contain canonical miR‐122 3′ UTR‐binding sites (Fig. 6A). For experimental validation of the transcriptome results, and also to test whether modulation of *ZNF611*,* ZNF304*,* RIPK1*,* DUSP8*,* HRAS* and *TNFRS21* following knockdown of miR‐122 might be a common event in radioresistant breast cancer cells, we performed western blot assays in transfected MCF‐7RR and MDA‐MB‐231RR cells with antagomiR‐122. As expected, we verified the results obtained by microarrays assays in MCF‐7RR cells. Levels of proteins *ZNF304* and *ZNF611* were up‐regulated, whereas *RIPK1* and *DUSP8* were repressed, when we inhibited miR‐122 (Fig. 6B). Levels of *HRAS* and *TNFRS21* levels were observed with non‐significant changes. The results showed a direct correlation among the expression of miR‐122 and *ZNF304*,* ZNF611*,* RIPK1* and *DUSP8* levels. As a control, we compared the abundance of these proteins in parental MCF‐7 cells transfected with mimic‐miR122 (Fig. 6C). The results showed that the expression of *ZNF304*,* RIPK1*,* DUSP8* and *TNFRS21* was not changed when we forced overexpression of miR‐122, whereas the expression of *HRAS* was higher compared to non‐transfected and scrambled transfected cells (Fig. 6C). Notably, *ZNF611* was down‐regulated when miR‐122 was overexpressed (Fig. 6C). These findings suggested that miR‐122 could target *ZNF611* but was unable to modulate *ZNF304*,* RIPK1*,* DUSP8* and *TNFRS21* protein levels in parental MCF‐7 cells. Although not all of the western blot results were similar in MDA‐MB‐231RR compared to MCF‐7RR, we observed that, in MDA‐MB‐231RR cells, knockdown of miR‐122 was correlated with up‐regulation of *ZNF611*,* DUSP8* and *HRAS* (Fig. 6D). Moreover, in parental MDA‐MB‐231 cells, forced overexpression of miR‐122 was also correlated with inhibition of *ZNF611*,* DUSP8* and *HRAS* levels (Fig. 6E). These results suggested that *ZNF611* and *DUSP8* might be targeted by miR‐122 in the MDA‐MB‐231RR model. It should be noted that miR‐122 could modulate dissimilar pathways in radioresistant breast cancer cells compared to parental breast cancer cells, which might partially explain the dual function as a tumor suppressor or oncomiR depending on the cellular context. On the other hand, the variability of the results among the radioresistant cells could be a result of a difference in cellular context with respect to the origin of the cell lines because MDA‐MB‐231 is a model of the triple‐negative breast cancer (TNBC) subtype, whereas MCF‐7 is a model of a luminal tumor. In this sense, we evaluated the prognostic value of the *ZNF611*,* ZNF304*,* RIPK1*,* TNFRSF21*,* DUSP8* and *HRAS* genes according to tumor subtypes. The RFS of patients with luminal breast cancer and TNBC treated with radiotherapy was evaluated by Kaplan–Meier analysis. The results showed that higher levels of *ZNF611* (*P* = 0.0338), as well as lower levels of *RIPK1* (*P* = 0.0024) and *DUSP8* (*P* = 0.0165), were associated with longer RFS in luminal subtypes (Fig. 6F). However, although these genes were not significantly associated with RFS in TNBC subtypes, higher levels of ZNF611 and ZNF304 and lower levels of HRAS showed a trend for an association with a longer RFS (Fig. 6G).

**Figure 6:**
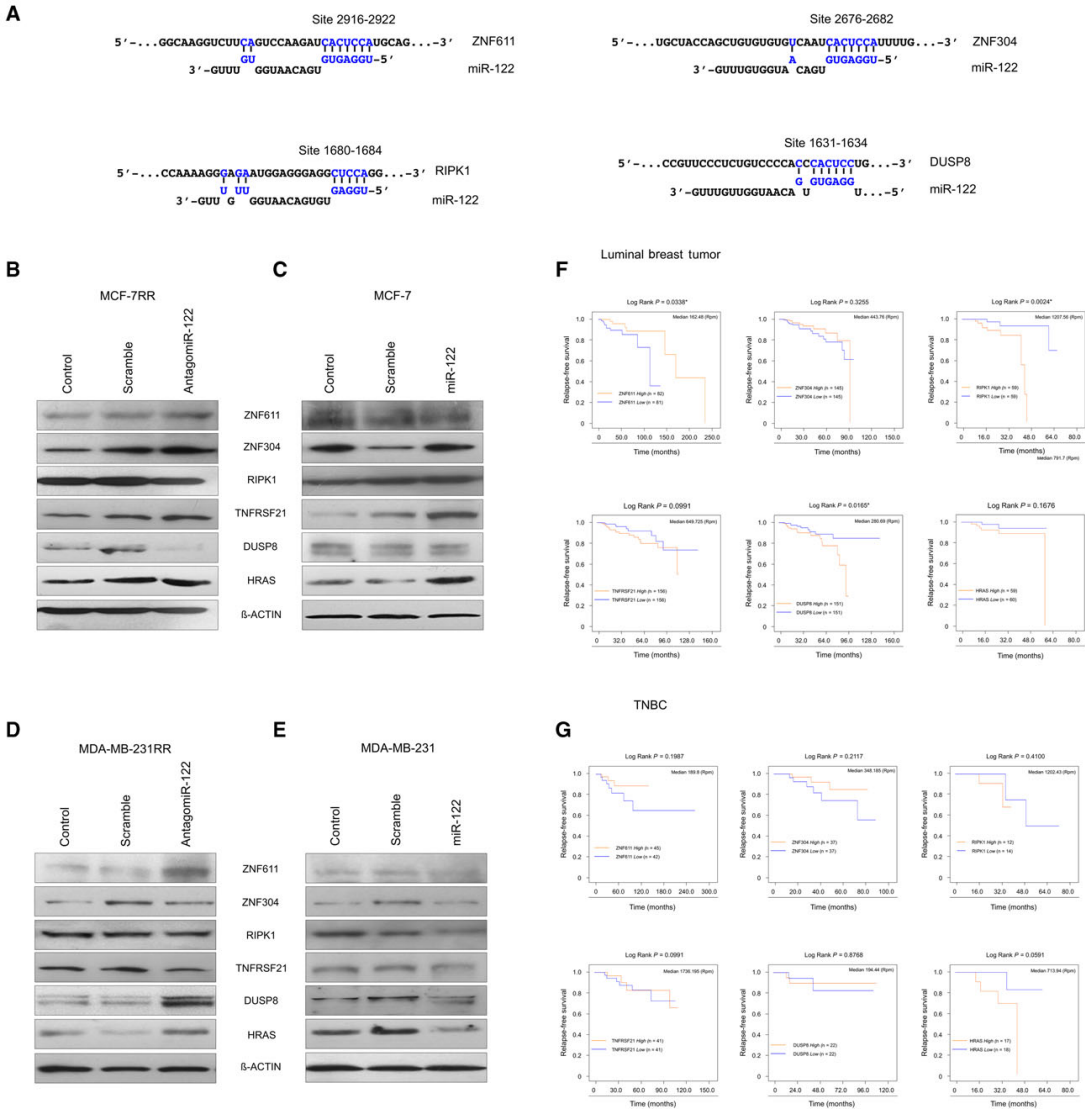
Levels of *ZNF611*,* ZNF304*,* RIPK1*,* TNFRSF21*,* DUSP8* and *HRAS* are differentially regulated by miR‐122 in parental and radioresistant breast cancer cells. (A) Schematic illustration of the potential miR‐122 binding site in the 3′‐UTR of *ZNF611*,* ZNF304*,* RIPK1* and *DUSP8* genes. Letters labeled in blue indicate the seed region. Levels of *ZNF611*,* ZNF304*,* RIPK1*,* TNFRSF21*,* DUSP8* and *HRAS* proteins were evaluated by western blot assays in (B) MCF‐7RR transfected with antagomiR‐122. (C) Parental MCF‐7 transfected with mimic‐miR122. (D) MDA‐MB‐231RR transfected with antagomiR‐122. (E) Parental MDA‐MB‐231 transfected with mimic‐miR122. β‐actin was used as an internal control. Images are representative of three independent experiments. Kaplan–Meier curves of RFS. Survival curves of high vs low expression of *ZNF611*,* ZNF304*,* RIPK1*,* TNFRSF21*,* DUSP8* and *HRAS* of patients with (F) luminal breast cancer and (G) TNBC treated with radiotherapy. High or low gene expression levels according to > median or ≤ median expression levels each gene. Curves were compared using a log‐rank test *P ≤ 0.05.

## 4 Discussion

To gain insight into the molecular adaptations underpinning the radioresistance of breast cancer cells, we report the development of isogenic radioresistant breast cancer cell lines, miRNome landscape analysis and functional analysis of miR‐122. An isogenic model of radioresistance was developed by cumulative exposure of MCF‐7 and MDA‐MB‐231 cells to 30 Gy‐fractionated radiation, resulting in the generation of a subline with significantly increased survival potential compared to sham control cells, as reported previously in a model of radioresistant lung cancer cells (Arechaga‐Ocampo *et al*., 2017). The development of isogenic chemo‐ and radioresistant cell lines has been used successfully to investigate the molecular changes associated with acquired resistance to therapy and tumor aggressiveness in cancer (McDermott *et al*., 2014). Exposure of tumors to fractionated radiation schedules can select a cancer cell subpopulation with an increased capacity to overcome the anti‐proliferative effects of radiotherapy (Zaider and Hanin, 2011) by modulating the abundance and functions of molecules, including miRNAs (Arechaga‐Ocampo *et al*., 2017; Metheetrairut and Slack, 2013; Zhang *et al*., 2014). In the present study, we identified a set of miRNAs related to acquired radioresistance. Wang *et al*. (2014b) have shown that the expression of a group of miRNAs establishes a useful molecular signature with respect to differentiating radioresistant from non‐radioresistant tumors, even though they originate from the same histological type. In this sense, we identified the miRNome of the isogenic MCF‐7RR cell line compared to the parental MCF‐7 cell line and found 16 miRNAs to be differentially expressed (13 up‐ and three down‐regulated). Among them, miR‐184 (Fang *et al*., 2017), miR‐424* (Zhang *et al*., 2017b), miR‐218 (Wang *et al*., 2017), miR‐222 (Wei *et al*., 2017) and miR‐10a (Rong *et al*., 2016) have been reported in relation to chemotherapy resistance in several types of tumors. Others, such as as miR‐135b* (Wang *et al*., 2014a,2014b), miR‐223* (de Melo Maia *et al*., 2016), miR‐135b (Han *et al*., 2017) and miR‐196b (Ren *et al*., 2017), have been reported as oncomiRs. The aberrant expression of miRNAs in the radioresistance of human tumors is a result of their function as negative regulators of gene expression. miRNAs can control the expression of genes that are components of cell survival pathways, apoptosis, the immune response and cell differentiation, amongst others (Bartel, 2004). The results of our bioinformatic analysis of the GO and biological pathways revealed that the set of miRNAs is implicated in proliferation and survival pathways, the immune response and transcriptional control, suggesting that signaling pathways involved in acquired radioresistance can be directed by the coordinated action of these molecules. It is remarkable that deregulation of the miRNAs identified in MCF‐7RR cells is conserved in MDA‐MB‐231RR cells. Specially, miR‐196b, miR‐222 and miR‐122 show similar expression in both radioresistant cell lines, which suggests that they might have a significant role in the phenotypic evolution of cancer cells to acquired radioresistance. Notably, miR‐122 is known to act as a tumor suppressor in breast cancer by targeting *IGF1R* (Wang *et al*., 2012) and *ADAM10* genes (Ergün *et al*., 2015). In addition, miR‐122 has the same role in liver and glioma tumors, in which it suppresses mechanisms to promote tumor progression and survival (Wang *et al*., 2014a,2014b). In the present study, we demonstrate that miR‐122 significantly reduced the survival of the parental cells, although this effect was enhanced when the cells were irradiated. This result is consistent with previous reports of the tumor suppressor function of miR‐122 in breast cancer (Ergün *et al*., 2015; Wang *et al*., 2012) and it also highlights its potential as a radiosensitizer. Similarly, a previous study showed that miR‐122 induces radiosensitivity in lung cancer cells exposed to different doses of radiation. The ectopic overexpression of miR‐122 in lung cancer cells decreased anchorage‐dependent invasion and inhibited cell growth by knockdown of target genes related to tumor survival and the cellular stress response (Ma *et al*., 2015). The role of miR‐122 as a radiosensitizer in lung cancer is consistent with our findings in breast cancer. Recently Zhang *et al*. (2017a,2017b) reported the function of miR‐122‐3p in response to radiation in TNBC cells. It was demonstrated that miR‐122‐3p promotes sensitivity to radiation by modifying cellular apoptosis, migration and invasion as a result of modulation of the PTEN/PI3K/AKT pathway. It should be noted that miR‐122‐3p (miR‐122*) is the passenger strand of leading strand miR‐122‐5p (miR‐122); therefore, miR‐122‐3p could target different genes, giving it an independent function compared to miR‐122‐5p. The results of the studies by Zhang *et al*. (2017a,2017b), together with our results, suggest that miR‐122* and miR‐122 might function cooperatively to promote the sensitivity of breast cancer cells exposed to radiation. However, in our isogenic model of acquired radioresistant breast cancer cells, we did not observed the aberrant expression of miR‐122‐3p and so the role of miR‐122‐3p in acquired radioresistance in breast cancer still remains unknown.

Besides its function *in vitro,* we show that the expression of miR‐122 in breast tumors was significantly associated with a favorable response to radiotherapy compared to those patients who did not express miR‐122. In such patients, miR‐122 has a tumor‐suppressive role for treatment‐naïve tumors (i.e. in patients who have not yet received radiation therapy and therefore radioresistance has not yet developed). With these results, we demonstrate that miR‐122 is related to the sensitivity to radiotherapy in parental breast cancer cells both *in vitro* and *in vivo* in a set of breast tumors, which, to our knowledge, has not been reported previously. Unexpectedly, in MCF‐7RR and MDA‐MB‐231RR cells, we observed overexpression of miR‐122. Its downregulation by antagomiR‐122 was able to revert the resistance to radiotherapy by counteracting cell survival. By contrast to functioning as a tumor suppressor, miR‐122 appears to have an oncogenic role in breast cancer cells that have acquired radioresistance. It is known that miRNAs can act as a tumor suppressor or as an oncogene depending on the scenario. Svoronos *et al*. (2016) provide an excellent review in which they discuss the dual role of miRNAs in cancer cells themselves and as extrinsic factors. They also report that dual function could be dependent on different cell phenotypes, tumor microenvironment, immune evasion and by selective pressure induced by therapy treatments, including radiotherapy. We showed that miR‐122 is up‐regulated in response to radiation treatment, suggesting that continuous fractionated irradiation maintains the overexpression of miR‐122 until a radioresistant phenotype is attained. Based on our results, we propose that miR‐122 could acquire an oncogenic function under the pressure exerted by radiation in breast cancer, which allows evolution of the cell and adaption to radiotherapy. To explore the genes and biological pathways modulated by miR‐122 in radioresistant cells, we analyzed the transcriptome of MCF‐7RR cells with loss‐of‐function of miR‐122. The results showed 158 genes to be differentially modulated, of which 27 were increased and 131 were decreased. Analyses of the biological network by cytoscape revealed protein outliers that have been reported in radiotherapy resistance in cancer and survival, as well as proliferation and epigenetic regulation, such as *EGFR* (Lee *et al*., 2011), *MOV10* (El Messaoudi‐Aubert *et al*., 2010), *ELAVL1* (Mehta *et al*., 2016), *SIRT7* (Chen *et al*., 2017; Tang *et al*., 2017), *APP* (Lim *et al*., 2014) and *EWSR1* (Suzuki *et al*., 2012). Many studies have reported that radiotherapy can induce transcriptional reprogramming to enable acquired resistance and to avoid the toxicity triggered by radiotherapy (Doan *et al*., 2018; Ma *et al*., 2013). We determined that miR‐122 modulates genes related to molecular processes such as transcriptional regulation and the signaling of receptors coupled to G proteins, as well as the MAPK and TNF pathways. This diversity of cellular processes is consistent with numerous regulatory mechanisms associated with the response to radiation and radioresistance in breast cancer (Kaidar‐Person *et al*., 2013). In the transcriptomic landscape induced by knockdown miR‐122, we identified genes involved in these cellular processes such as *ZNF611*,* ZNF304*,* RIPK1*,* DUSP8*,* HRAS* and *TNFRSF21*. Moreover, these genes were prognostic factors in breast cancer patients treated with radiotherapy. The clinical findings were in accordance with the results of survival assays *in vitro*. Among the set of up‐regulated genes, we found that *ZNF611* and *ZNF304* contain canonical miR‐122‐binding sites in their 3′‐UTR region; in addition, we verified that the protein levels of these transcription factors also increase when miR‐122 is inhibited in MCF‐7RR cells. *ZNF304* and *ZNF611* are transcription factors that belong to the C2H2 zinc finger family possessing Krüppel associated box and are related to transcriptional silencing by the recruitment of epigenetic complexes (Aslan *et al*., 2015; Pengue and Lania, 1996). ZNF304 has also been reported as a regulator of the RAS pathway by recruitment of an epigenetic silencing complex in tumor suppressor genes in colorectal cancer (Serra *et al*., 2014) and as a promoter of cell survival in ovarian cancer (Aslan *et al*., 2015). ZNF611 has not yet been reported in cancer. On the other hand, *RIPK1*,* DUSP8*,* HRAS* and *TNFRS21* were down‐regulated when we knocked‐down miR‐122. *RIPK1* (Miyamoto, 2011) and *TNFRS21* (Benschop *et al*., 2009) are components of the TNF pathway, whereas *DUSP8* (Keyse, 2008) and *HRAS* (Knobbe *et al*., 2004) act on the RAS‐MAPK pathway. Alteration in the activity of transcription factors could be critical for the development and maintenance of radioresistance in breast cancer by control genes of the survival pathways, such as the RAS‐MAPK and TNF pathways (Ishihara *et al*., 2015; Zhao *et al*., 2018). Many of the genes that we observed to be down‐regulated in the transcriptome analysis might be part of an epigenetic network of transcriptional silencing driven by axis miR‐122‐*ZNF611* or miR‐122‐*ZNF304*. This is a research topic that is currently under investigation; however, we have obtained preliminary data strongly suggesting that *RIPK1* and *DUSP8* possess elements of response to ZNF611 and ZNF304 in their promoter regions (data not shown). Therefore, we propose that the dual function of miR‐122 in the isogenic model of radioresistant breast cancer cells could be result of transcriptional reprogramming controlled by the modulation of *ZNF611* and *ZNF304* by miR‐122.

## 5 Conclusions

In conclusion, the data obtained in the present study contribute to our understanding of the mechanisms of molecular adaptation to radiotherapy in breast cancer cells. The evidence indicates the aberrant expression of a set of miRNAs linked to carcinogenesis and the molecular control of pathways related to the response to therapy in cancer. Particularly, the overexpression of miR‐122 maintains the radioresistant phenotype in breast cancer cells by promoting cell survival, from the regulation of several genes to the downstream effects of these genes, which confers it with an oncogenic function (Fig. 7).

**Figure 7:**
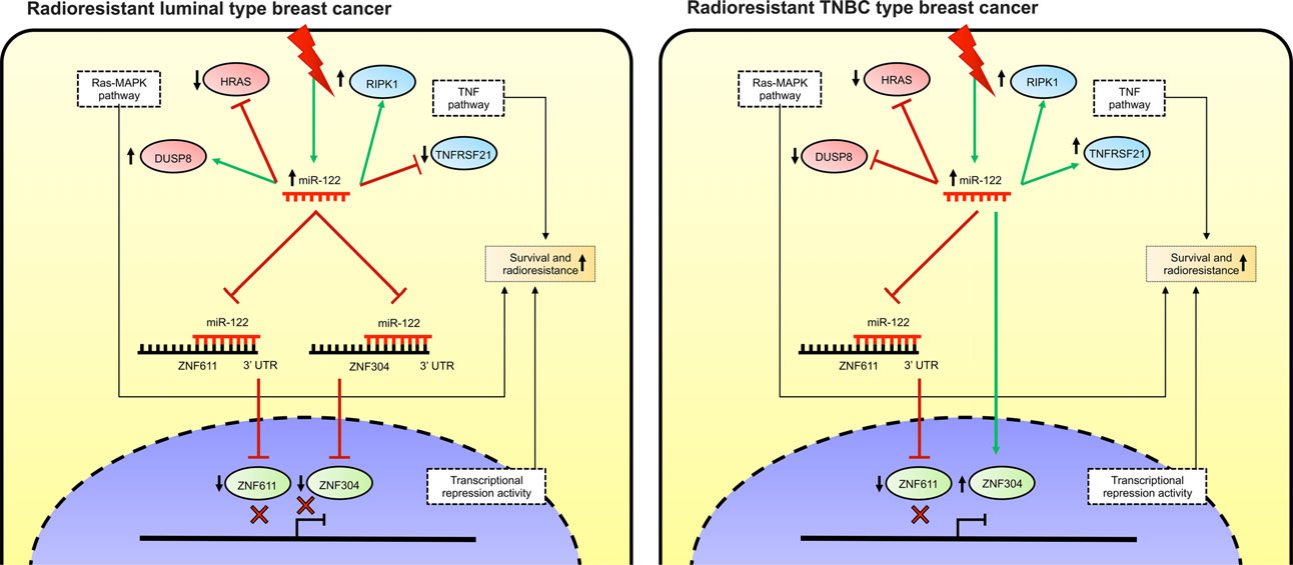
Schematic representation of miR‐122‐mediated radioresistance in breast cancer cells. miR‐122 has an oncogenic role in the acquired radioresistance of luminal and TNBC cells by differentially controlling the expression of ZNF611 and ZNF304 transcription factors, as well as modulating the expression of genes involved in RAS‐MAPK and TNF pathways to promote survival.

## Conflict of interests

The authors declare no conflict of interest.

## Author contributions

IXP‐A, EA‐O and CHG‐DR were responsible for study conception and design. IXP‐A, EA‐O, CHGD‐R and FOB‐A were responsible for development of the methodology. IXP‐A, EA‐O, FOB‐A, MS‐A and OA‐Z were responsible for the acquisition of data. IXP‐A, EA‐O, CHGD‐R, ES‐R and FOB‐A were responsible for the analysis and interpretation of data. IXP‐A, EA‐O, CHGD‐R, ES‐R, FOB‐A, DAL‐H and MC‐S were responsible for writing, reviewing and/or revising the manuscript. EA‐O, NV‐S, JAG‐B, CHGD‐R, ODM‐H, ES‐R and AG‐C were responsible for administrative, technical or material support. IXP‐A, EA‐O, CHGD‐R and ES‐R were responsible for study supervision.

## Supporting information

**Fig. S1.** Validation of the expression of a set of miRNAs deregulated in MCF‐7RR cells. Expression of a set of miRNAs was evaluated by qRT‐PCR in MCF‐7RR cells. The expression data were normalized using the parental MCF‐7 cells. All values were normalized using RNU44 as an internal control. Data for the qRT‐PCR assays were compared with the results from global expression profiles by the TLDAs system. Data are presented as the mean ± SD of three independent experiments. *P < 0.01 by Student's *t*‐test.

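Table S1 lists, for each differentially expressed gene, the fold change of MCF-7RR cells transfected with antagomiR-122 against untransfected MCF-7RR cells, negative where the gene is lower, and an unadjusted p. Its 158 entries cover 156 genes. All 158 were found in the deposited values: each has a probe set with the listed fold change (within 0.0051) and the listed p by the methods' ANOVA (within 1e-04 of its size plus 2e-06), and 155 of them have exactly 1 such probe set. The annotation gives the listed symbol to 102 of these probe sets, another symbol of the same gene to 9 (such as SINHCAF for FAM60A and SSX8P for SSX8), another name to 5 and no name to 42. Genes on unnamed probe sets include RIPK1, ACAA1, CCDC127 and AREG, and many others are copies of small RNAs such as U6, 7SL and 5S. Of the 158 probe sets, 62 (39.2%) were dim, 10 of the higher and 52 of the lower ones. On the named probe sets, 109 of the 156 genes met the study criterion by limma in the listed direction, out of 112 with a named probe set, and 61 did after quantile normalization. Taking the names from the match of values instead, a choice made after seeing the data, 156 did. The match requires the listed fold change and p, so this count was nearly fixed in advance and is no check. The count of 109 is no check of the changes either, as Table S1 was chosen at these thresholds on these arrays. All 128 named probe sets that met the criterion by the methods' ANOVA also met it by limma.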

**Table S1.** Differentially expressed genes in the MCF‐7RR cells transfected with antagomiR‐122.

**Table S2.** Characteristics of the population of breast cancer patients based on expression of the *ZNF611* gene.
**Table S3.** Characteristics of the population of breast cancer patients based on expression of the *ZNF304* gene.
**Table S4.** Characteristics of the population of breast cancer patients based on expression of the *RIPK1* gene.
**Table S5.** Characteristics of the population of breast cancer patients based on expression of the *TNFRSF21* gene.
**Table S6.** Characteristics of the population of breast cancer patients based on expression of the *DUSP8* gene.
**Table S7.** Characteristics of the population of breast cancer patients based on expression of the *HRAS* gene.

## Data Availability

Microarray raw data tables have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120171).

## References

[mol212483-bib-0001] Alcaraz N , Pauling J , Batra R , Barbosa E , Junge A , Christensen AG , Azevedo V , Ditzel HJ and Baumbach J (2014) Key Pathway Miner 4.0: condition‐specific pathway analysis by combining multiple omics studies and networks with Cytoscape. BMC Syst Biol 8, 99.2513482710.1186/s12918-014-0099-xPMC4236746

[mol212483-bib-0002] Arechaga‐Ocampo E , Lopez‐Camarillo C , Villegas‐Sepulveda N , Gonzalez‐De la Rosa CH , Perez‐Añorve IX , Roldan‐Perez R , Flores‐Perez A , Peña‐Curiel O , Angeles‐Zaragoza O , Rangel Corona R *et al* (2017) Tumor suppressor miR‐29c regulates radioresistance in lung cancer cells. Tumour Biol 39, 3.10.1177/101042831769501028345453

[mol212483-bib-0003] Aslan B , Monroig P , Hsu MC , Pena GA , Rodriguez‐Aguayo C , Gonzalez‐Villasana V , Rupaimoole R , Nagaraja AS , Mangala S , Han HD *et al* (2015) The ZNF304‐integrin axis protects against anoikis in cancer. Nat Commun 6, 7351.2608197910.1038/ncomms8351PMC4830335

[mol212483-bib-0004] Bartel DP (2004) MicroRNAs: genomics, biogenesis, mechanism, and function. Cell 116, 281–297.1474443810.1016/s0092-8674(04)00045-5

[mol212483-bib-0005] Benschop R , Wei T and Na S (2009) Tumor necrosis factor receptor superfamily member 21: TNFR‐related death receptor‐6, DR6. Adv Exp Med Biol 647, 186–194.1976007510.1007/978-0-387-89520-8_13

[mol212483-bib-0006] Chen KL , Li L , Yang FX , Li CM , Wang YR and Wang GL (2017) SIRT7 depletion inhibits cell proliferation, migration and increases drug sensitivity by activating p38MAPK in breast cancer cells. J Cell Physiol 233, 6767–6778.10.1002/jcp.26398PMC1348241229231244

[mol212483-bib-0007] Doan NB , Nguyen HS , Alhajala HS , Jaber B , Al‐Gizawiy MM , Ahn EE , Mueller WM , Chitambar CR , Mirza SP and Schmainda KM (2018) Identification of radiation responsive genes and transcriptome profiling via complete RNA sequencing in a stable radioresistant U87 glioblastoma model. Oncotarget 9, 23532–23542.2980575310.18632/oncotarget.25247PMC5955095

[mol212483-bib-0008] El Messaoudi‐Aubert S , Nicholls J , Maertens GN , Brookes S , Bernstein E and Peters G (2010) Role for the MOV10 RNA helicase in polycomb‐mediated repression of the INK4a tumor suppressor. Nat Struct Mol Biol 17, 862–868.2054382910.1038/nsmb.1824PMC2929459

[mol212483-bib-0009] Ergün S , Ulasli M , Igci YZ , Igci M , Kırkbes S , Borazan E , Balik A , Yumrutaş Ö , Camci C , Cakmak EA *et al* (2015) The association of the expression of miR‐122‐5p and its target ADAM10 with human breast cancer. Mol Biol Rep 42, 497–505.2531889510.1007/s11033-014-3793-2

[mol212483-bib-0010] Fang Z , Zhao J , Xie W , Sun Q , Wang H and Qiao B (2017) LncRNA UCA1 promotes proliferation and cisplatin resistance of oral squamous cell carcinoma by suppressing miR‐184 expression. Cancer Med 6, 2897–2908.2912523810.1002/cam4.1253PMC5727307

[mol212483-bib-0011] Franken NA , Rodermond HM , Stap J , Haveman J and van Bree C (2006) Clonogenic assay of cells in vitro. Nat Protoc 1, 2315–2319.1740647310.1038/nprot.2006.339

[mol212483-bib-0012] Han X , Saiyin H , Zhao J , Fang Y , Rong Y , Shi C , Lou W and Kuang T (2017) Overexpression of miR‐135b‐5p promotes unfavorable clinical characteristics and poor prognosis via the repression of SFRP4 in pancreatic cancer. Oncotarget 8, 62195–62207.2897793710.18632/oncotarget.19150PMC5617497

[mol212483-bib-0013] Ishihara S , Yasuda M , Ishizu A , Ishikawa M , Shirato H and Haga H (2015) Activating transcription factor 5 enhances radioresistance and malignancy in cancer cells. Oncotarget 6, 4602–4614.2568287210.18632/oncotarget.2912PMC4467102

[mol212483-bib-0014] Jameel JK , Rao VS , Cawkwell L and Drew PJ (2004) Radioresistance in carcinoma of the breast. Breast 13, 452–460.1556385110.1016/j.breast.2004.08.004

[mol212483-bib-0015] Kaidar‐Person O , Lai C , Kuten A , Belkacemi Y and AROME (2013) “The Infinite Maze” of breast cancer, signaling pathways and radioresistance. Breast 22, 411–4118.2364252810.1016/j.breast.2013.04.003

[mol212483-bib-0016] Keyse SM (2008) Dual‐specificity MAP kinase phosphatases (MKPs) and cancer. Cancer Metastasis Rev 27, 253–261.1833067810.1007/s10555-008-9123-1

[mol212483-bib-0017] Knobbe CB , Reifenberger J and ReifenbeAslarger G (2004) Mutation analysis of the Ras pathway genes NRAS, HRAS, KRAS and BRAF in glioblastomas. Acta Neuropathol 108, 467–470.1551730910.1007/s00401-004-0929-9

[mol212483-bib-0018] Lee KM , Choi EJ and Kim IA (2011) microRNA‐7 increases radiosensitivity of human cancer cells with activated EGFR‐associated signaling. Radiother Oncol 101, 171–176.2167647810.1016/j.radonc.2011.05.050

[mol212483-bib-0019] Lim S , Yoo BK , Kim HS , Gilmore HL , Lee Y , Lee HP , Kim SJ , Letterio J and Lee HG (2014) Amyloid‐β precursor protein promotes cell proliferation and motility of advanced breast cancer. BMC Cancer 14, 928.2549151010.1186/1471-2407-14-928PMC4295427

[mol212483-bib-0020] Ma D , Jia H , Qin M , Dai W , Wang T , Liang E , Dong G , Wang Z , Zhang Z and Feng F (2015) MiR‐122 induces radiosensitization in non‐small cell lung cancer cell line. Int J Mol Sci 9, 22137–22150.10.3390/ijms160922137PMC461330026389880

[mol212483-bib-0021] Ma H , Rao L , Wang HL , Mao ZW , Lei RH , Yang ZY , Qing H and Deng YL (2013) Transcriptome analysis of glioma cells for the dynamic response to γ‐irradiation and dual regulation of apoptosis genes: a new insight into radiotherapy for glioblastomas. Cell Death Dis 4, e895.2417685310.1038/cddis.2013.412PMC3920930

[mol212483-bib-0022] McDermott N , Meunier A , Lynch TH , Hollywood D and Marignol L (2014) Isogenic radiation resistant cell lines: development and validation strategies. Int J Radiat Biol 90, 115–126.2435091410.3109/09553002.2014.873557

[mol212483-bib-0023] Mehta M , Basalingappa K , Griffith JN , Andrade D , Babu A , Amreddy N , Muralidharan R , Gorospe M , Herman T , Ding WQ *et al* (2016) HuR silencing elicits oxidative stress and DNA damage and sensitizes human triple‐negative breast cancer cells to radiotherapy. Oncotarget 40, 64820–64835.10.18632/oncotarget.11706PMC532311927588488

[mol212483-bib-0024] de Melo Maia B , Rodrigues IS , Akagi EM , Soares do Amaral N , Ling H , Monroig P , Soares FA , Calin GA and Rocha RM (2016) MiR‐223‐5p works as an oncomiR in vulvar carcinoma by TP63 suppression. Oncotarget 7, 49217–49231.2735905710.18632/oncotarget.10247PMC5226502

[mol212483-bib-0025] Metheetrairut C and Slack FJ (2013) MicroRNAs in the ionizing radiation response and in radiotherapy. Curr Opin Genet Dev 1, 12–19.10.1016/j.gde.2013.01.002PMC361706523453900

[mol212483-bib-0026] Miyamoto S (2011) Nuclear initiated NF‐κB signaling: NEMO and ATM take center stage. Cell Res 21, 116–130.2118785510.1038/cr.2010.179PMC3193401

[mol212483-bib-0027] Moran MS and Haffty BG (2002) Local‐regional breast cancer recurrence: prognostic groups based on patterns of failure. Breast J 8, 81–87.1189675210.1046/j.1524-4741.2002.08202.x

[mol212483-bib-0028] Pengue G and Lania L (1996) Krüppel‐associated box‐mediated repression of RNA polymerase II promoters is influenced by the arrangement of basal promoter elements. Proc Natl Acad Sci USA 93, 1015–1020.857770610.1073/pnas.93.3.1015PMC40022

[mol212483-bib-0029] Ren D , Lin B , Zhang X , Peng Y , Ye Z , Ma Y , Liang Y , Cao L , Li X , Li R *et al* (2017) Maintenance of cancer stemness by miR‐196b‐5p contributes to chemoresistance of colorectal cancer cells via activating STAT3 signaling pathway. Oncotarget 8, 49807–49823.2859170410.18632/oncotarget.17971PMC5564809

[mol212483-bib-0030] Rong Y , Yuan CH , Qu Z , Zhou H , Guan Q , Yang N , Leng XH , Bu L , Wu K and Wang FB (2016) Doxorubicin resistant cancer cells activate myeloid‐derived suppressor cells by releasing PGE2. Sci Rep 6, 23824.2703253610.1038/srep23824PMC4817121

[mol212483-bib-0031] Serra RW , Fang M , Park SM , Hutchinson L and Green MR (2014) A KRAS‐directed transcriptional silencing pathway that mediates the CpG island methylator phenotype. Elife 3, e02313.2462330610.7554/eLife.02313PMC3949416

[mol212483-bib-0032] Suzuki K , Matsui Y , Higashimoto M , Kawaguchi Y , Seki S , Motomura H , Hori T , Yahara Y , Kanamori M and Kimura T (2012) Myxoid liposarcoma‐associated EWSR1‐DDIT3 selectively represses osteoblastic and chondrocytic transcription in multipotent mesenchymal cells. PLoS One 7, e36682.2257073710.1371/journal.pone.0036682PMC3343026

[mol212483-bib-0033] Svoronos AA , Engelman DM and Slack FJ (2016) OncomiR or tumor suppressor? The duplicity of microRNAs in cancer. Cancer Res 1, 3666–3670.10.1158/0008-5472.CAN-16-0359PMC493069027325641

[mol212483-bib-0034] Tang M , Lu X , Zhang C , Du C , Cao L , Hou T , Li Z , Tu B , Cao Z , Li Y *et al* (2017) Downregulation of SIRT7 by 5‐fluorouracil induces radiosensitivity in human colorectal cancer. Theranostics 7, 1346–1359.2843547010.7150/thno.18804PMC5399598

[mol212483-bib-0035] Torres‐Roca JF , Fulp WJ , Caudell JJ , Servant N , Bollet MA , van de Vijver M , Naghavi AO , Harris EE and Eschrich SA (2015) Integration of a radiosensitivity molecular signature into the assessment of local recurrence risk in breast cancer. Int J Radiat Oncol Biol Phys 93, 631–638.2646100510.1016/j.ijrobp.2015.06.021PMC5811194

[mol212483-bib-0036] Wang B , Wang H and Yang Z (2012) MiR‐122 inhibits cell proliferation and tumorigenesis of breast cancer by targeting IGF1R. PLoS One 7, e47053.2305657610.1371/journal.pone.0047053PMC3466252

[mol212483-bib-0037] Wang H , Zhan M , Xu SW , Chen W , Long MM , Shi YH , Liu Q , Mohan M and Wang J (2017) miR‐218‐5p restores sensitivity to gemcitabine through PRKCE/MDR1 axis in gallbladder cancer. Cell Death Dis 8, e2770.2849256010.1038/cddis.2017.178PMC5520703

[mol212483-bib-0038] Wang G , Zhao Y and Zheng Y (2014a) MiR‐122/Wnt/β‐catenin regulatory circuitry sustains glioma progression. Tumour Biol 35, 8565–8572.2486394210.1007/s13277-014-2089-4

[mol212483-bib-0039] Wang L , Zhu MJ , Ren AM , Wu HF , Han WM , Tan RY and Tu RQ (2014b) A ten‐microRNA signature identified from a genome‐wide microRNA expression profiling in human epithelial ovarian cancer. PLoS One 9, e96472.2481675610.1371/journal.pone.0096472PMC4015980

[mol212483-bib-0040] Wei F , Ma C , Zhou T , Dong X , Luo Q , Geng L , Ding L , Zhang Y , Zhang L , Li N *et al* (2017) Exosomes derived from gemcitabine‐resistant cells transfer malignant phenotypic traits via delivery of miRNA‐222‐3p. Mol Cancer 16, 132.2874328010.1186/s12943-017-0694-8PMC5526308

[mol212483-bib-0041] Zaider M and Hanin L (2011) Tumor control probability in radiation treatment. Med Phys 38, 574–583.2145269410.1118/1.3521406

[mol212483-bib-0042] Zhang J , Cui Y , Lin X , Zhang Z and Li Z (2017a) MiR‐122‐3p sensitizes breast cancer cells to ionizing radiation via controlling of cell apoptosis, migration and invasion. Int J Clin Exp Pathol 10, 215–223.

[mol212483-bib-0043] Zhang P , Wang L , Rodriguez‐Aguayo C , Yuan Y , Debeb BG , Chen D , Sun Y , You MJ , Liu Y , Dean DC *et al* (2014) miR‐205 acts as a tumour radiosensitizer by targeting ZEB1 and Ubc13. Nat Commun 5, 5671.2547693210.1038/ncomms6671PMC4377070

[mol212483-bib-0044] Zhang M , Zeng J , Zhao Z and Liu Z (2017b) Loss of MiR‐424‐3p, not miR‐424‐5p, confers chemoresistance through targeting YAP1 in non‐small cell lung cancer. Mol Carcinog 56, 821–832.2750047210.1002/mc.22536

[mol212483-bib-0045] Zhao W , Sun M , Li S , Chen Z and Geng D (2018) Transcription factor ATF3 mediates the radioresistance of breast cancer. J Cell Mol Med 22, 4664–4675.3011764210.1111/jcmm.13688PMC6156394

# Supplementary material for: New insights into radioresistance in breast cancer identify a dual function of miR‐122 as a tumor suppressor and oncomiR
**Source:** Mol Oncol. 2019 Apr 18;13(5):1249–67. doi: 10.1002/1878-0261.12483
**Supplement:** Supplementary file 2 — Table S1. Differentially expressed genes in the MCF‐7RR cells transfected with antagomiR‐122.

Supplementary table 1. Differentially expressed genes in the MCF-7RR cells transfected with antagomiR-122

Up-regulated genes

| Number | Gene Symbol | Fold Change | ANOVA *p* value |
| --- | --- | --- | --- |
| 1 | *ADCY10P1* | 2.69 | 0.049564 |
| 2 | *SNORA62* | 2.44 | 0.014568 |
| 3 | *IGLON5* | 1.9 | 0.01885 |
| 4 | *FAM60A* | 1.87 | 0.004694 |
| 5 | *NUP62CL* | 1.64 | 0.045428 |
| 6 | *RNU6-345P* | 1.63 | 0.048881 |
| 7 | *ZNF684* | 1.53 | 0.009666 |
| 8 | *RNA5SP331* | 1.49 | 0.003956 |
| 9 | *ACAA1* | 1.48 | 0.002431 |
| 10 | *KLHL5* | 1.46 | 0.012182 |
| 11 | *RNU2-59P* | 1.43 | 0.023233 |
| 12 | *C20orf203* | 1.43 | 0.028087 |
| 13 | *FBXO48* | 1.39 | 0.03828 |
| 14 | *ZNF304* | 1.37 | 0.009024 |
| 15 | *RNU6-1143P* | 1.37 | 0.033611 |
| 16 | *SPATA41* | 1.36 | 0.038323 |
| 17 | *DOCK11* | 1.35 | 0.004651 |
| 18 | *VIPR2* | 1.35 | 0.027337 |
| 19 | *CATSPER2* | 1.35 | 0.049917 |
| 20 | *SSX8* | 1.34 | 0.000942 |
| 21 | *RBP7* | 1.34 | 0.015545 |
| 22 | *MORC4* | 1.33 | 0.002719 |
| 23 | *CCDC127* | 1.33 | 0.008499 |
| 24 | *KCND3* | 1.33 | 0.026191 |
| 25 | *MIR15A* | 1.33 | 0.041146 |
| 26 | *C21orf128* | 1.32 | 0.043775 |
| 27 | *ZNF611* | 1.31 | 0.037283 |

Down-regulated genes

| Number | Gene Symbol | Fold Change | ANOVA p-value |
| --- | --- | --- | --- |
| 1 | *RNA5SP22* | -2.57 | 0.030472 |
| 2 | *TERF1P2* | -1.72 | 0.037845 |
| 3 | *FLJ45832* | -1.63 | 0.04764 |
| 4 | *SPRR2D* | -1.61 | 0.035229 |
| 5 | *TMEM229A* | -1.59 | 0.015536 |
| 6 | *KLHDC10* | -1.58 | 0.039493 |
| 7 | *MMP26* | -1.57 | 0.028751 |
| 8 | *AKR7L* | -1.56 | 0.033014 |
| 9 | *RNU2-11P* | -1.56 | 0.048154 |
| 10 | *OR7E105P* | -1.55 | 0.01292 |
| 11 | *LCE2C* | -1.55 | 0.01932 |
| 12 | *SNORD116-14* | -1.53 | 0.01283 |
| 13 | *PRH2* | -1.52 | 0.005957 |
| 14 | *FAM207A* | -1.52 | 0.033463 |
| 15 | *LOC613206* | -1.52 | 0.039117 |
| 16 | *RAB40AL* | -1.5 | 0.020366 |
| 17 | *RN7SL799P* | -1.49 | 0.008577 |
| 18 | *SEMA5A* | -1.49 | 0.029573 |
| 19 | *MICAL2* | -1.49 | 0.049496 |
| 20 | *SLC25A18* | -1.47 | 0.001157 |
| 21 | *WFDC13* | -1.47 | 0.003924 |
| 22 | *LOC280665* | -1.47 | 0.008293 |
| 23 | *PODNL1* | -1.46 | 0.027996 |
| 24 | *BHLHA9* | -1.46 | 0.033995 |
| 25 | *RN7SL845P* | -1.45 | 0.008744 |
| 26 | *RNA5SP260* | -1.45 | 0.010754 |
| 27 | *LOC100288160* | -1.44 | 0.000338 |
| 28 | *CXorf65* | -1.44 | 0.025288 |
| 29 | *EMG1* | -1.44 | 0.030918 |

# Supplementary material for: New insights into radioresistance in breast cancer identify a dual function of miR‐122 as a tumor suppressor and oncomiR
**Source:** Mol Oncol. 2019 Apr 18;13(5):1249–67. doi: 10.1002/1878-0261.12483
**Supplement:** Supplementary file 3 — Table S2. Characteristics of the population of breast cancer patients based on expression of the ZNF611 gene. Table S3. Characteristics of the population of breast cancer patients based on expression of the ZNF304 gene. Table S4. Characteristics of the population of breast cancer patients based on expression of the RIPK1 gene. Table S5. Characteristics of the population of breast cancer patients based on expression of the TNFRSF21 gene. Table S6. Characteristics of the population of breast cancer patients based on expression of the DUSP8 gene. Table S7. Characteristics of the population of breast cancer patients based on expression of the HRAS gene.

Supplementary table 2. Characteristics of the population of breast cancer patients based on expression of *ZNF611* gene.

| Characteristics |  | High expression of *ZNF611* | Low expression of *ZNF611* | *P* value |
| --- | --- | --- | --- | --- |
|  | Rank | n=127 (%) | N=129 (%) |  |
| Age | <58 | 67 (52.7) | 57 (44.1) | 0.1701 |
|  | >59 | 60 (47.3) | 72 (55.9) |  |
| Ethnic group | White | 83 (65.3) | 92 (71.3) | 0.6568 |
|  | Black | 9 (7.3) | 7 (5.4) |  |
|  | Asian | 1 (0.8) | 2 (1.5) |  |
|  | American Indian | - | - |  |
|  | NA | 34 (26.7) | 28 (21.7) |  |
| Histological type | Ductal | 98 (77.1) | 103 (79.8) | 0.5040 |
|  | Lobular | 26 (20.4) | 19 (14.7) |  |
|  | Metaplastic | 1 (0.8) | 1 (0.8) |  |
|  | Medullary | 1 (0.8) | 2 (1.5) |  |
|  | Mucinous | 1 (0.8) | 4 (3.1) |  |
| Pathological state | I-II | 75 (59.0) | 58 (44.9) | 0.0240* |
|  | III-IV | 52 (41.0) | 71 (55.1) |  |
| Radiation regimen | Adjuvant | 51 (40.1) | 55 (42.6) | 0.3228 |
|  | Palliative | 1 (0.8) | - |  |
|  | Recurrence | 2 (1.6) | - |  |
|  | NA | 84 (66.1) | 74 (57.4) |  |
| Molecular Classification | Luminal A | 82 (64.5) | 67 (52.0) | 0.2212 |
|  | Luminal B | 23 (18.1) | 26 (20.1) |  |
|  | TNBC | 20 (15,7) | 31 (24.0) |  |
|  | HER2 | - | 1 (0.8) |  |
|  | NA | 2 (1.6) | 4 (3.1) |  |

Supplementary table 3. Characteristics of the population of breast cancer patients based on expression of *ZNF304* gene.

| Characteristics |  | High expression of *ZNF304* | Low expression of *ZNF304* | *P* value |
| --- | --- | --- | --- | --- |
|  | Rank | n=234 (%) | n= 229 (%) |  |
| Age | <58 | 116 (49.6) | 121 (52.8) | 0.5155 |
|  | >59 | 118 (50.4) | 108 (47.2) |  |
| Ethnic group | White | 184 (78.6) | 144 (63.0) | <0.001** |
|  | Black | 15 (6.4) | 66 (29.0) |  |
|  | Asian | 7 (3.0) | 2 (0.87) |  |
|  | American indian | - | 1 (0.43) |  |
|  | NA | 28 (12.0) | 16 (6.7) |  |
| Histological type | Ductal | 184 (79.0) | 167 (73.0) | 0.0538 |
|  | Lobular | 49 (20.5) | 51 (22.2) |  |
|  | Metaplastic | - | 3 (1.3) |  |
|  | Medullary | - | 1 (0.43) |  |
|  | Mucinous | 1 (0.5) | 7 (3.07) |  |
| Pathological state | I-II | 176 (55.5) | 145 (78.0) | 0.0072** |
|  | III-IV | 58 (44.5) | 84 (22.0) |  |
| Radiation regimen | Adjuvant | 37 (45.7) | 28 (34.3) | 0.2378 |
|  | Palliative | - | 1 (1.2) |  |
|  | Recurrence | - | 1 (1.2) |  |
|  | NA | 44 (54.3) | 52 (63.3) |  |
| Molecular Classification | Luminal A | 160 (68.3) | 130 (56.7) | 0.0143* |
|  | Luminal B | 33 (14.1) | 33 (14.4) |  |
|  | TNBC | 25 (10.6) | 49 (21.3) |  |
|  | HER2 | 5 (2.1) | 9 (4.0) |  |
|  | NA | 11 (4.7) | 8 (3.4) |  |

Supplementary table 4. Characteristics of the population of breast cancer patients based on expression of *RIPK1* gene.

| Characteristics |  | High expression of *RIPK1* | Low expression of *RIPK1* | *P* value |
| --- | --- | --- | --- | --- |
|  | Rank | n=90 (%) | n=97 (%) |  |
| Age | <58 | 42 (46.6) | 39 (40.2) | 0.3730 |
|  | >59 | 48 (53.4) | 58 (59.8) |  |
| Ethnic group | White | 54 (60.0) | 62 (64.0) | 0.2217 |
|  | Black | 26 (28.8) | 18 (18.5) |  |
|  | Asian | 1 (1.1) | - |  |
|  | American indian | - | 1 (1.1) |  |
|  | NA | 9 (10.0) | 16 (16.4) |  |
| Histological type | Ductal | 50 (55.5) | 70 (72.2) | 0.1750 |
|  | Lobular | 33 (36.6) | 23 (23.7) |  |
|  | Metaplastic | 1 (1.1) | - |  |
|  | Medullary | 4 (4.4) | 3 (3.0) |  |
|  | Mucinous | 2 (2.2) | 1 (1.1) |  |
| Pathological state | I-II | 49 (54.4) | 51 (52.5) | 0.7981 |
|  | III-IV | 41 (45.6) | 46 (47.5) |  |
| Radiation regimen | Adjuvant | 52 (57.7) | 43 (44.3) | 0.2355 |
|  | Palliative | 1 (1.1) | 1 (1.1) |  |
|  | Recurrence | 2 (2.2) | 1 (1.1) |  |
|  | NA | 35 (38.8) | 52 (53.5) |  |
| Molecular Classification | Luminal A | 63 (70.0) | 55 (56.7) | 0.0526 |
|  | Luminal B | 14 (15.5) | 10 (10.3) |  |
|  | TNBC | 11 (12.2) | 27 (27.8) |  |
|  | HER2 | - | 1 (1.1) |  |
|  | NA | 2 (2.2) | 4 (4.1) |  |

Supplementary table 5. Characteristics of the population of breast cancer patients based on expression of *TNFRSF21* gene.

| Characteristics |  | High expression of *TNFRSF21* | Low expression of *TNFRSF21* | *P* value |
| --- | --- | --- | --- | --- |
|  | Rank | n=246 (%) | n=245 (%) |  |
| Age | <58 | 157 (63.8) | 142 (57.9) | 0.1832 |
|  | >59 | 89 (36.2) | 103 (42.1) |  |
| Ethnic group | White | 179 (72.8) | 153 (62.4) | <0.01** |
|  | Black | 51 (20.7) | 40 (16.3) |  |
|  | Asian | 3 (1.2) | 1 (0.4) |  |
|  | American indian | 2 (0.8) | 5 (2.0) |  |
|  | NA | 11 (4.5) | 46 (18.8) |  |
| Histological type | Ductal | 145 (58.9) | 174 (71.0) | <0.01** |
|  | Lobular | 89 (36.1) | 54 (22.0) |  |
|  | Metaplastic | 4 (1.6) | 10 (4.0) |  |
|  | Medullary | 2 (0.8) | 3 (1.2) |  |
|  | Mucinous | 6 (2.4) | 4 (1.6) |  |
| Pathological state | I-II | 85 (34.5) | 98 (40.0) | 0.2120 |
|  | III-IV | 161 (65.5) | 147 (60.0) |  |
| Radiation regimen | Adjuvant | 197 (80.0) | 201 (82.0) | 0.3953 |
|  | Palliative | 5 (2.0) | 2 (0.8) |  |
|  | Recurrence | 7 (2.8) | 3 (1.2) |  |
|  | NA | 37 (15.0) | 39 (16.0) |  |
| Molecular Classification | Luminal A | 129 (52.4) | 149 (60.8) | <0.01** |
|  | Luminal B | 58 (23.5) | 51 (20.8) |  |
|  | TNBC | 50 (20.3) | 22 (9.0) |  |
|  | HER2 | 2 (0.8) | 4 (1.6) |  |
|  | NA | 7 (2.9) | 21 (8.5) |  |

Supplementary table 6. Characteristics of the population of breast cancer patients based on expression of *DUSP8* gene.

| Characteristics |  | High expression of *DUSP8* | Low expression of *DUSP8* | *P* value |
| --- | --- | --- | --- | --- |
|  | Rank | n=234 (%) | n=229 (%) |  |
| Age | <58 | 110 (47.0) | 91 (39.0) | 0.1145 |
|  | >59 | 124 (53.0) | 138 (61.0) |  |
| Ethnic group | White | 231 (98.8) | 173 (75.5) | <0.01** |
|  | Black | 3 (1.2) | 38 (16.6) |  |
|  | Asian | - | 5 (2.3) |  |
|  | American indian | - | - |  |
|  | NA | - | 13 (5.6) |  |
| Histological type | Ductal | 224 (95.7) | 180 (78.6) | <0.01** |
|  | Lobular | 10 (4.3) | 45 (19.6) |  |
|  | Metaplastic | - | 1 (0.4) |  |
|  | Medullary | - | 2 (0.8) |  |
|  | Mucinous | - | 1 (0.4) |  |
| Pathological state | I-II | 185 (79.0) | 152 (66.3) | <0.01** |
|  | III-IV | 49 (21.0) | 77 (33.7) |  |
| Radiation regimen | Adjuvant | 210 (89.7) | 140 (61.1) | <0.01** |
|  | Palliative | - | 1 (0.4) |  |
|  | Recurrence | - | 1 (0.4) |  |
|  | NA | 24 (10.3) | 87 (37.9) |  |
| Molecular Classification | Luminal A | 12 (5.1) | 152 (66.3) | <0.01** |
|  | Luminal B | 218 (93.1) | 24 (10.4) |  |
|  | TNBC | 2 (0.8) | 42 (18.3) |  |
|  | HER2 | 2 (0.8) | 1 (0.4) |  |
|  | NA | - | 10 (4.3) |  |

Supplementary table 7. Characteristics of the population of breast cancer patients based on expression of *HRAS* gene.

| Characteristics |  | High expression of *HRAS* | Low expression of *HRAS* | *P* value |
| --- | --- | --- | --- | --- |
|  | Rank | n=99 (%) | n=96 (%) |  |
| Age | <58 | 34 (34.3) | 43 (44.7) | 0.1356 |
|  | >59 | 65 (65.7) | 53 (55.3) |  |
| Ethnic group | White | 58 (58.6) | 49 (51.0) | 0.4011 |
|  | Black | 20 (20.2) | 31 (32.3) |  |
|  | Asian | 5 (5.0) | 4 (4.1) |  |
|  | American indian | 1 (1.0) | - |  |
|  | NA | 15 (15.2) | 12 (12.5) |  |
| Histological type | Ductal | 72 (72.7) | 69 (71.8) | 0.3567 |
|  | Lobular | 24 (24.2) | 20 (20.8) |  |
|  | Metaplastic | 1 (1.0) | 2 (2.0) |  |
|  | Medullary | 1 (1.0) | - |  |
|  | Mucinous | 1 (1.0) | 5 (5.3) |  |
| Pathological state | I-II | 67 (67.6) | 63 (65.6) | 0.7612 |
|  | III-IV | 32 (32.4) | 33 (34.4) |  |
| Radiation regimen | Adjuvant | 50 (50.5) | 28 (29.1) | <0.01** |
|  | Palliative | - | - |  |
|  | Recurrence | 1 (1.0) | - |  |
|  | NA | 48 (48.5) | 68 (70.9) |  |
| Molecular Classification | Luminal A | 57 (57.5) | 61 (63.5) | 0.2646 |
|  | Luminal B | 17 (17.1) | 12 (12.5) |  |
|  | TNBC | 23 (23.2) | 18 (18.7) |  |
|  | HER2 | 1 (1.0) | - |  |
|  | NA | 1 (1.0) | 5 (5.2) |  |

How the deposited data were processed for this re-analysis (not part of the article)

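The deposited data are 4 Affymetrix microarrays of MCF-7RR cells, 2 transfected with antagomiR-122 at 30 nM and 2 untransfected controls, each of total RNA mixed from 3 independent experiments. The authors summarized the scans by RMA with global scaling in Affymetrix Expression Console, whose version is not given, and deposited log2 values for 33297 probe sets. The genome build is not stated, so no positions are given. Scans were not used. The labels mention a scramble sequence, but the controls on the arrays are described as untransfected in the record's design and in the legend of Fig. 5A.

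Conditions were taken from the sample labels. The platform annotation gave 1 gene symbol to 19460 probe sets, several to 1754 and none to 12083, and the 21214 with a symbol were tested. Genes were called dim when their mean log2 signal was at most 5.40 in both groups, the 90th percentile of the probe sets of olfactory receptors, which breast cells do not use. Arrays carry no counts, so their number and the signal over background limit the precision.

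The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment. The study criterion was that of the methods, a fold change over 1.3 in either direction and an unadjusted p under 0.05. The main tests, the gene lists, the rule for named genes and all alternatives but 2 were set before the data were examined. The rule named the genes that the paper names for this experiment, the 3 largest changes in each direction in Table S1, the 10 largest increases and decreases that met the criterion with a single symbol, were not dim and had no overlap between the groups, any with an adjusted p under 0.05, and up to 4 members of each gene list by p. Values in the paper's tables had been seen when the rule was written. Table S1 entries were matched to probe sets by fold change and p; a gene of Table S1 is reported on its matched probe set. Where that probe set has no symbol, its values come from the fit of all 33297 probe sets.

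Of 41 gene lists, 31 with at least 5 measured genes that the study had not chosen on these arrays were tested with camera in limma (preset correlation 0.01, and an estimated one as an alternative), with 1 probe set for each gene, the brightest. The difference in mean log2 change between the verified targets of Table 2 and other genes was given a bootstrap interval over genes (10000 resamples). Arrays were clustered by average linkage on 1 minus Pearson's correlation. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

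The alternatives were the methods' ANOVA on each probe set, the replicate number as a block, all 33297 probe sets, dim probe sets left out, quantile normalization, median centring, a mean-variance trend, each array left out in turn, and a fold change over 1.5. Where an array was left out, its group had 1 array, which was assumed to vary like the other group. A loss of the criterion there at a log2 change beyond 0.379 either way, the fold threshold, came from the p alone. A change printed as 0.38 in size may lie on either side of that threshold. The methods' ANOVA on all probe sets and the naming of probe sets by their Table S1 values were added after seeing the data. A comparison of genes with and without miR-122 sites was planned but not run, because no 3'-UTR sequences were at hand.

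The methods were tested on simulated data with 200 changed probe sets and the spread of these arrays (20 runs). Under the study criterion limma recovered 77.8% of log2 changes of 0.5 and 98.8% of changes of 1, and the methods' ANOVA 45.3% and 82.2%. At an adjusted p under 0.05, limma recovered 0% of changes of 1. With no change simulated, the study criterion was met by a mean of 629 probe sets by limma and 175 by the methods' ANOVA. The numbers observed on the arrays were 485 and 128. The simulated values were independent, of equal spread in both groups and without shifts of whole arrays or an outlying control. These counts therefore do not tell whether the arrays hold more or fewer calls than chance.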

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

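The count of other splits of the arrays and the share of dim entries in Table S1 were chosen as tests only after the results were seen; the other tests of this part were set before.

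Under the methods' ANOVA on all 33297 probe sets, 335 meet the study criterion and 177 of them are not in Table S1, 49 higher and 128 lower with antagomiR-122. Of the 177, 165 have no symbol in the annotation and 12 do, and 10 of these 12 have fold changes that round to 1.30, while the smallest in Table S1 is 1.31. PRKAB1, a subunit of AMP-activated kinase and a verified target in Table 2, is among them with a log2 change of -0.38. It lost the criterion by limma without either antagomiR-122 replicate (-0.38) and without control replicate 2 (-0.31).

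The largest changes outside Table S1 met the study criterion by limma, and the paper does not discuss these genes. The higher ones were GLYATL2, an acyltransferase (log2 change 0.97), TMT1A, a methyltransferase (0.87), RNPC3, a protein of the minor spliceosome (0.75), SNORA20, a small nucleolar RNA (0.73), CFAP144P1, a pseudogene (0.71), and ARRDC4, an arrestin-like protein (0.66). The lower ones were S100A7 (-1.91), RGL1 (-1.05), DUX4 (-0.99), CCDC88C (-0.83), CLDN1 (-0.82), CHAC1 (-0.78), SNORD116-15 (-0.77), CNGA2 (-0.77), CFAP44 (-0.74) and RPPH1 (-0.72). None of these 16 had an adjusted p under 0.05. None met the criterion under the methods' ANOVA either, but Table S1 comes from that test, so being outside it made this nearly certain. Without antagomiR-122 replicate 1, 13 of the 16 lost it (log2 changes of GLYATL2 0.71, TMT1A 0.82, SNORA20 0.87, CFAP144P1 0.61, ARRDC4 0.77, S100A7 -1.95, RGL1 -0.86, DUX4 -0.45, CLDN1 -0.83, CHAC1 -0.81, SNORD116-15 -0.91, CNGA2 -0.68 and CFAP44 -0.76). Without antagomiR-122 replicate 2, 10 did (TMT1A 0.91, SNORA20 0.58, ARRDC4 0.56, S100A7 -1.86, RGL1 -1.24, CLDN1 -0.80, CHAC1 -0.75, SNORD116-15 -0.63, CNGA2 -0.85 and CFAP44 -0.72). DUX4 had -1.53 there. Without control replicate 2, 9 lost it (GLYATL2 0.43, TMT1A 0.31, SNORA20 0.30, ARRDC4 0.29, RGL1 -0.39, CLDN1 -0.36, CHAC1 -0.27, CNGA2 -0.26 and CFAP44 -0.26), and S100A7 (-0.73) and SNORD116-15 (-0.38) kept it at a smaller change. Without control replicate 1, only DUX4 lost it (-0.78), CFAP144P1 fell to 0.43, and the changes grew for GLYATL2 (1.51), TMT1A (1.42), SNORA20 (1.16), ARRDC4 (1.04), S100A7 (-3.08), RGL1 (-1.71), CLDN1 (-1.27), CHAC1 (-1.29), SNORD116-15 (-1.16), CNGA2 (-1.27) and CFAP44 (-1.23).

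More probe sets were lower than higher with antagomiR-122 under the study criterion (394 against 91). The dim probe sets do not account for it, since the share of lower ones was still 0.783 among those that are not dim. A shift or scaling of whole arrays stays open: the share was 0.389 after quantile normalization, but that step recentres the changes and so resets the balance by construction. The median of the named probe sets was 6.94 on control replicate 1, against 6.83 on control replicate 2 and 6.82 and 6.83 on the antagomiR-122 arrays. An effect of a single control array stays open as well: the share was 0.488 without control replicate 1 and 0.846 without control replicate 2, but without the former both counts grew, to 1489 higher and 1418 lower. An effect of transfection cannot be told apart from that of antagomiR-122, as neither control was transfected; the interferon list had a camera p of 0.00325 at the preset correlation (0.353 with an estimated one), but it went down with antagomiR-122, and up without control replicate 2. Only 3 splits of the 4 arrays exist, too few for a share under 0.05; the real one, 1 of the 3, gave 485 probe sets and the highest of the others 366.

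In Table S1, 62 of the 158 entries are dim, a share of 0.392 against 33.6% of all probe sets. Calls near background may be part of the list, but as the share was above that of all probe sets and yet did not reach a majority of the entries, the test leaves this open.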

How the results depend on the processing

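The methods' ANOVA on all 33297 probe sets and the naming by Table S1 values were tests chosen after seeing the data; all other alternatives were set before. Limits: the counts depend on the test, on scaling between arrays and on single arrays. The count of 91 higher probe sets was 23 under the methods' ANOVA, 149 with the replicate number as a block, 282 over all probe sets, 212 after quantile normalization, 257 after median centring, 20 at a fold change over 1.5 and 51 to 1489 with 1 array left out. The count of 394 lower ones was 105 under the methods' ANOVA, 781 over all probe sets, 135 after quantile normalization, 160 after median centring, 61 at a fold change over 1.5, 259 under the methods' ANOVA on all probe sets (76 higher there) and 177 to 1418 with 1 array left out. It was 477 with the block, but the replicate numbers do not pair the arrays (correlation of same-number deviations 0.0060 across genes). The count at an adjusted p under 0.05 stayed at 0 under all alternatives set before that keep the 4 arrays, was 1 under the methods' ANOVA on all probe sets, and ran from 0 to 762 with 1 array left out. Of the Table S1 genes, 109 met the criterion in the listed direction, 61 after quantile normalization, 66 after median centring, 15 at a fold change over 1.5, 48 to 97 with 1 array left out and 156 with names by value. The 5 shifted gene lists became 0 with an estimated correlation, 3 after quantile normalization and 0 to 6 with 1 array left out. A higher fold threshold or more probe sets changes a count by construction, as does 1 array fewer in part. The counts of 109 and 156 Table S1 genes were nearly fixed in advance, as that table was chosen on these arrays. With an estimated correlation camera has too few degrees of freedom here to call a list readily. For the other changes the cause was not tested. Leaving out dim probe sets (75 higher, 265 lower) and a mean-variance trend (91 and 397) moved each count by less than 1.5 times.

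Some genes that had not met the criterion turned direction: EWSR1 to 0.0057 (log2) after median centring and, without control replicate 2, the 7 genes ELAVL1, PTTG1, CDC25C, MSMO1, SLC35A4, SERPINA1 and RNU11. With 1 array left out, ELAVL1 ran from -0.089 to 0.25, PTTG1 from -0.089 to 1.03, CDC25C from -0.0058 to 0.50, MSMO1 from -2.5e-05 to 0.41, SLC35A4 from -0.91 to 0.043, SERPINA1 from -1.46 to 0.011 and RNU11 from -1.18 to 0.16, with the turned value always that without control replicate 2. The cause was not tested. No called gene turned. With 1 array left out, that was fixed in advance for the 54 that met the criterion under the methods' ANOVA. Of 92 named genes that met the criterion, 54 kept it under the methods' ANOVA, 92 with the block, 53 after quantile normalization, 57 after median centring, and 35, 44, 83 and 61 without antagomiR-122 replicate 1, antagomiR-122 replicate 2, control replicate 1 and control replicate 2. The planned comparison of genes with and without miR-122 sites and its alternatives were not run. Signal over background limits the 25.2% of named probe sets that were dim.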

Differences from the paper's values

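The paper reports 27 up-regulated genes at a fold change over 1.3 and p under 0.05, and 91 named probe sets were higher at these thresholds by limma. Of the alternatives set before the data were examined, the methods' ANOVA on named probe sets (23) and a fold change over 1.5 (20) lay within 1.5 times of the paper's count. The replicate block, all probe sets, dim probe sets left out, quantile normalization, median centring, the mean-variance trend and each array left out did not.

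The paper reports 131 down-regulated genes and 394 probe sets were lower by limma. The methods' ANOVA (105), quantile normalization (135), median centring (160) and leaving out antagomiR-122 replicate 1 (177) lay within 1.5 times of the paper's count, and the replicate block, all probe sets, dim probe sets left out, the mean-variance trend, each of the other 3 arrays left out and a fold change over 1.5 did not. Like totals, here and for the higher genes, do not mean the same genes. Of the Table S1 genes, 61 met the criterion in the listed direction after quantile normalization and 66 after median centring. For the total, the paper's 158 genes stand against 485 probe sets by limma. The methods' ANOVA (128) lay within 1.5 times of it and no other alternative set before the data were examined did. The methods' ANOVA on all 33297 probe sets, chosen after seeing the values, gave 335 probe sets. They hold all 158 entries of Table S1, which follows from matching the entries by fold change and p of that same test.

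The legend of Fig. 5A gives the larger number of genes as up-regulated and the smaller as down-regulated, the opposite of the paper's text and of Table S1. On the arrays more probe sets were lower (394) than higher (91) with antagomiR-122, as in the text, although after quantile normalization 212 were higher and 135 lower.

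Table 3 lists ACAA1 and CCDC127 as up-regulated and DDR2 as down-regulated. The probe sets with the values of Table S1 go the listed way, whereas the annotated probe set of ACAA1 had a fold change of 0.965, that of CCDC127 1.05 and the other probe set of DDR2 1.00. On the brightest annotated probe set, KIAA0825 (0.913) and NUB1 (1.01), listed in Table 3 as down-regulated, and ZNF616 (1.09) did not meet the criterion, while 7 of the 9 up-regulated genes of Table 3 and 23 of the 26 down-regulated ones measured did, in the listed direction.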

Other observations

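The tests of the gene lists and of the Table 2 targets were set before the data were examined; the description of control replicate 2 was chosen after its values were seen. Among lists not described so far, genes of DNA replication had 3 of 36 lower under the study criterion and none higher, with 19 of the 36 below both controls on both antagomiR-122 arrays, where all named probe sets give 29.5% and chance 16.7%. UHRF1, a regulator of DNA methylation at the replication fork, had a log2 change of -0.38 (standard error 0.12), and MCM4 and MCM3, subunits of the replicative helicase, -0.39 and -0.32; the list did not shift (adjusted p = 0.287 by camera). In the unfolded protein and integrated stress response, 4 of 24 were lower, ATF3 (-0.43), PSAT1 (-0.62, dim), TRIB3 (-0.52) and CHAC1 (-0.78), all highest on control replicate 2, and the list had a median of 0.01, a mean of -0.12 and an adjusted p of 0.979. Heat shock genes (14) and genes of cholesterol synthesis (19) had none past the criterion, with HSPH1, a chaperone, at -0.31 and HSPA8, the constitutive HSP70, at -0.31. Of 26 immediate early genes, EGR4 and ATF3 were lower. None of 20 genes of the epithelial-mesenchymal transition met the criterion, with CLDN3, a tight junction protein, at -0.53. Of 192 small nucleolar RNAs, 2 were higher and 8 lower, among them SNORD116-14 (-0.61), and SNORA62 was the single one with an adjusted p under 0.05 over the list alone (0.0168). The list did not shift (adjusted p = 0.343 by camera at the preset correlation, 0.985 at an estimated one), but it lay below the other genes with dim probe sets left out (0.0122) and without control replicate 1 (0.0034), and above them without control replicate 2 (0.953). Of 17 genes of the miRNA machinery, LIN28A was lower (-0.44). Of 360 olfactory receptors, 2 were higher and 13 lower, with no shift as a list (adjusted p = 0.979). Of the genes that met the criterion here, UHRF1 (-0.35), MCM4 (-0.29), ATF3 (-0.32), TRIB3 (-0.23) and CHAC1 (-0.27) lost it without control replicate 2, where PSAT1 had -0.41, and these 5, EGR4 and LIN28A lost it after quantile normalization at changes of -0.33, -0.36, -0.34, -0.49, -0.73, -0.33 and -0.36. Without antagomiR-122 replicate 1 it was lost by MCM4 (-0.39), ATF3 (-0.42), PSAT1 (-0.43), TRIB3 (-0.61), CHAC1 (-0.81), EGR4 (-0.34) and LIN28A (-0.35), and without antagomiR-122 replicate 2 by UHRF1 (-0.29), MCM4 (-0.40), ATF3 (-0.43), TRIB3 (-0.43) and CHAC1 (-0.75). Without control replicate 1, TRIB3 had -0.81 and CHAC1 -1.29, and HSPH1 (-0.40), HSPA8 (-0.45) and CLDN3 (-0.87) met the criterion. The changes of HSPH1, HSPA8 and CLDN3 were smaller without control replicate 2 than on all 4 arrays.

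Control replicate 2 stood apart in single genes. S100A8 and LCN2, antimicrobial proteins of inflamed epithelia, had log2 signals of 10.8 and 10.7 on it, against 7.21 and 7.72 as the mean of the other 3 arrays, and EHF, an epithelial transcription factor, 9.15 against 6.48. CCL28, a chemokine of mucosal epithelia, had 10.3 against 8.12, and IFIT1, an interferon-induced gene, 7.46 against 5.34, although IFI44, another, was lower (6.86 against 8.68). TXNIP, a glucose-responsive inhibitor of thioredoxin, had 6.80 against 10.5, a 13.0-fold difference, and NDRG1, a gene induced by hypoxia and differentiation, 9.50 against 11.2. These genes were picked because they differ most on that array, and no biological explanation was tested.

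IGF1R, for which the paper reports qRT-PCR in Fig. 4G, had 9.98 and 9.84 with antagomiR-122 and 9.90 and 9.71 in the controls on its brighter probe set. Its fold change there was 1.07 (adjusted p = 0.886 by limma). The log2 change was 0.10, with 0.0068 without control replicate 2 and 0.20 without control replicate 1. A second probe set had a fold change of 1.36 (8.33 and 8.05 against 8.18 and 7.32, adjusted p = 0.833 by limma). On it control replicate 1 lay between the antagomiR-122 arrays, so the rise rested on control replicate 2. The probe set of MIR122 was dim (2.67 and 2.70 against 2.87 and 2.87); arrays of this kind read the precursor and not the mature miRNA that antagomiR-122 binds.

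A hypothesis set before the data were examined was that blocking miR-122 releases its verified targets. Of 48 targets of Table 2 measured, none was higher under the study criterion and PRKAB1 was lower (-0.38, standard error 0.12), while SLC7A11, a cystine transporter, had -0.65 (standard error 0.27). PRKAB1 lost the criterion without either antagomiR-122 replicate (-0.38) and without control replicate 2 (-0.31). SLC7A11 met it without control replicate 1 (-1.08). Its log2 signal was 7.49 and 7.37 with antagomiR-122 against 7.64 and 8.51 in the controls, with most of the difference on control replicate 2. Its change was therefore smaller without that array. For the 45 targets that were not dim, the mean log2 change minus that of other genes was -0.00028, with a 95% bootstrap interval from -0.055 to 0.0532, which stays under the 0.1 set in advance. That interval covers the spread between genes and not between arrays. It also treats genes as independent, whereas camera estimated a correlation of 0.216 between the genes of this list. The interval therefore sets no bound on a common rise of these targets at the level of their RNA. With 1 array left out the difference ran from -0.033 to 0.032. As a list the targets did not shift (adjusted p = 0.979 by camera), nor did 12 other miR-122 targets known from liver.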
